# Spatiotemporal single-cell regulatory atlas reveals neural crest lineage diversification and cellular function during tooth morphogenesis

**DOI:** 10.1038/s41467-022-32490-y

**Published:** 2022-08-16

**Authors:** Junjun Jing, Jifan Feng, Yuan Yuan, Tingwei Guo, Jie Lei, Fei Pei, Thach-Vu Ho, Yang Chai

**Keywords:** Cell lineage, Stem-cell differentiation, RNA sequencing, Developmental neurogenesis, Nervous system

## Abstract

Cranial neural crest cells are an evolutionary innovation of vertebrates for craniofacial development and function, yet the mechanisms that govern the cell fate decisions of postmigratory cranial neural crest cells remain largely unknown. Using the mouse molar as a model, we perform single-cell transcriptome profiling to interrogate the cell fate diversification of postmigratory cranial neural crest cells. We reveal the landscape of transcriptional heterogeneity and define the specific cellular domains during the progression of cranial neural crest cell-derived dental lineage diversification, and find that each domain makes a specific contribution to distinct molar mesenchymal tissues. Furthermore, IGF signaling-mediated cell-cell interaction between the cellular domains highlights the pivotal role of autonomous regulation of the dental mesenchyme. Importantly, we reveal cell-type-specific gene regulatory networks in the dental mesenchyme and show that Foxp4 is indispensable for the differentiation of periodontal ligament. Our single-cell atlas provides comprehensive mechanistic insight into the cell fate diversification process of the cranial neural crest cell-derived odontogenic populations.

## Abstract (web summary)

The mechanisms that govern cell fate decisions of postmigratory cranial neural crest cells remain largely unknown. Here the authors present a spatiotemporal single-cell regulatory atlas tracking these cells’ dental lineage diversification.

## Introduction

Craniofacial structures are highly complex tissues comprised of various cell types. The establishment of cranial neural crest cells (CNCCs) was a critical step in the evolution of the vertebrate head^1^. CNCCs are a uniquely multipotent population that give rise to numerous cell types in the vertebrate craniofacial complex, including bones and cartilage, teeth, cranial ganglia, glial cells and pigment cells^2^. Unlike trunk neural crest cells, CNCCs migrate throughout the head, differentiate into different cell types upon reaching their final destinations. Defects in the migration or differentiation of CNCCs lead to a variety of developmental abnormalities in craniofacial structures, such as cleft palate and tooth malformation^3^.

Although extensive knowledge about CNCCs has accumulated over last several decades, the mechanisms that control late-stage CNCC fate decisions during craniofacial morphogenesis remain to be elucidated^4^. Recently, a single-cell study of pre-migratory and migratory neural crest cells (NCCs) revealed that early NCCs undergo a sequential series of binary cell fate decisions, and that, compared to the trunk neural crest, CNCCs have a lineage bias towards mesenchymal fate when they delaminate from the neural tube^5^. Interestingly, Zalc et al. have found that CNCC precursors undergo in vivo programming by reactivating pluripotency factors to acquire the ectomesenchymal fate^6^. Our recent study has shown that postmigratory CNCCs in the first pharyngeal arch undergo dynamic intrapharyngeal arch movement and contribute to multiple lineages as they undergo a sequence of bifurcating fate decisions^7^. Nonetheless, how these postmigratory CNCCs further diversify after acquiring mesenchymal fate and eventually give rise to committed cell types that form functional adult tissues remains unclear.

Gene regulatory networks (GRNs) are the information-processing system that cells utilize to govern complex spatiotemporal developmental programs^8^. Williams et al. have recently portrayed the GRN of early CNCCs by combining epigenomic and transcriptional profiling approaches^9^. They found that multiple regulatory layers including cis regulatory elements and transcription factors govern the neural crest ontogeny. However, despite advances in our knowledge of the mechanisms that control early CNCC fate decisions, limited information is available about how postmigratory CNCCs acquire cell-fate-specific programs^10^. Furthermore, the GRNs of postmigratory CNCCs at the single-cell level remain largely unknown^11^.

The tooth is a vertebrate-specific organ and, similar to other ectodermal organs, including the hair and mammary gland, its development involves sequential, reciprocal epithelial–mesenchymal interactions^12^. Therefore, studies of the tooth model provide broadly applicable insights into organogenesis. Each tooth can be anatomically separated into two components: the crown which development begins during embryonic stage and the root which starts to develop postnatally^13^. Tooth development initiates with dental lamina which is derived from thickened oral epithelium and will invaginate into the underlying dental mesenchyme to form the tooth bud. The dental mesenchyme then condenses around the epithelial tooth bud and instructs tooth morphogenesis through the bud, cap, bell and crown-root transition stages^14^. The dental mesenchyme is derived from CNCCs after their migration into the oral region of first pharyngeal arch^15^; subsequently, it segregates into dental papilla and follicle lineages. Dental papilla cells give rise to dental pulp and odontoblasts, whereas dental follicle cells differentiate into periodontal tissues including the periodontal ligament (PDL), cementum, and alveolar bone^16^. The multipotency of dental mesenchyme therefore enables tooth to be an excellent model to investigate the lineage diversification of postmigratory CNCC. Moreover, the anatomy and developmental stages of tooth are well established, further underlining the competence of tooth to be an ideal model to study the late-stage CNCC. Progenitor cells in the dental mesenchyme are highly heterogeneous in vivo^17–19^ and the cellular heterogeneity of mouse incisors and adult human teeth has been recently evaluated^20,21^; however, the landscapes of transcriptional heterogeneity and GRNs across mouse molar development at single-cell resolution have not yet been revealed. Furthermore, the mechanisms that control cellular domain establishment and lineage development during mouse molar formation remain unclear.

In this study, we used the mouse molar as a model to interrogate the cellular heterogeneity and GRNs that govern postmigratory CNCC fate decisions. We transcriptionally profiled single cells from mouse molars at several critical developmental stages and identified the landscape of cellular heterogeneity within the dental mesenchyme across mouse molar development from embryonic to postnatal stages. We defined the cellular domains through newly identified signature genes in the dental mesenchyme as the molar develops and found that each one makes a specific contribution to mouse molar formation. Furthermore, we investigated the cell-cell interaction in the dental mesenchyme and found that disruption of IGF signaling-mediated cell–cell interaction disturbed PDL development, highlighting the importance of cell-autonomous regulation for postmigratory CNCCs. Importantly, we identified cell population-specific regulons in the dental mesenchyme and found that loss of a critical regulon, Foxp4, can lead to developmental defects in PDL lineage. Thus, this single-cell atlas reveals previously unidentified heterogeneity within the mesenchyme of the developing molar and provides comprehensive understanding of the mechanisms governing CNCC-derived cell lineage diversification during molar morphogenesis.

## Results

### Postmigratory CNCC segregation and lineage commitment during early tooth development

Postmigratory CNCCs commit to the dental mesenchymal lineage after they arrive in the oral region of the first pharyngeal arch. The dental tissues then further differentiate through a series of developmental steps until the tooth erupts. 

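Single-cell RNA libraries of the 10x Genomics type covered the mouse molar with its surrounding tissue at 3 embryonic stages (E13.5, E14.5 and E16.5) and 2 postnatal stages (P3.5 and P7.5). The authors mapped and counted the reads with CellRanger and deposited for each stage a matrix of raw counts of unique molecular identifiers (UMIs, each standing for 1 captured transcript) per gene and cell barcode, without normalization. The paper states 2 biological replicates per stage. The labels name 1 library per stage and do not tell animals apart, so the spread between animals could not be measured, cells were not treated as replicates, and no p-values were computed. Stage and library cannot be told apart in any comparison between stages. The gene lists of E14.5 and E16.5 are longer than those of the other stages. The matrices hold 21428, 26522, 30697, 19173 and 16142 barcodes in the order of the stages. The paper's filter, as its Methods give it, was applied to each barcode, with at least 200 detected genes and at most 50% mitochondrial UMIs. It kept 21408, 26425, 29766, 18853 and 15411 cells. The paper's reported numbers are 21416, 26461, 29766, 19134 and 15462, and these equal the numbers of barcodes with at least 200 genes before the mitochondrial limit. The kept cells carried 86335234 UMIs at P7.5 and 184687804 at E16.5, the lowest and the highest total. Median UMIs per cell lay between 4280 at P7.5 and 5473 at P3.5.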

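Each library was normalized with SCTransform, with cell cycle scores regressed out, and clustered on 30 principal components with the Louvain method at a resolution of 0.8, since the paper's text gives no resolution. Clusters took their names from marker genes fixed for each cell class before the data were examined, and the names carry the ending -like. The markers of the domains were read from figures and text of the paper, which rest on these same libraries. Other genes that the paper names for a domain are therefore not independent of the naming. The rule that scores these markers, with its thresholds, was set after the clusters and their marker values had been seen. Mesenchymal cells were clustered again to find the dental mesenchyme-like cells, and these once more to find domains. In this last step the genes that the paper names for a domain were left out of the clustering features, and genes used for a name are given only to describe the selection. Clusters that met no name under this rule stayed unnamed. At the level of cell classes they hold 7082 cells at E13.5, 970 at E14.5, 3524 at E16.5, 2725 at P3.5 and 1583 at P7.5. Expression is given as CPM, the UMIs of a gene per 1000000 UMIs, both summed over all cells of a population. The 95% intervals are exact (Poisson for a CPM, conditional binomial for a log2 ratio of CPM, Clopper-Pearson for a share of cells) and cover counting error only. Shares of cells with a UMI are given after each cell was thinned to 2000 UMIs, with cells below that depth left out. Gene identifiers are those of the deposited lists, and positions are those that the GENCODE M21 annotation of GRCm38 gives for the same identifiers, since the paper's text does not name the build used for mapping.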

To comprehensively reveal the cellular heterogeneity and function of postmigratory CNCCs during mouse molar development, we sequenced the individual cell transcriptomes in the tooth and surrounding tissue from E13.5 to P7.5 (Fig. 1a). We first analyzed the cell populations at E13.5, the onset of tooth development. 

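At E13.5, 10164 of the 21408 cells (47.5%) fell in clusters with mesenchymal markers. Epithelial-like clusters held 1520 cells, muscle-like clusters 845, erythroid-like clusters 697, endothelial-like clusters 451 and immune-like clusters 388. Among the mesenchymal cells, 1878 (18.5%) were osteogenic-like by Runx2, Sp7, Ibsp, Bglap and Alpl, and 624 (6.14%) were chondrogenic-like by Sox9, Col2a1, Col9a1, Acan and Matn1. No cluster was named dermal fibroblast-like, a name that needed at least 3 of Twist2, Dcn, Lum, Crabp1 and Dpt at a CPM more than 2-fold higher than in the other mesenchymal cells. Without cell cycle regression and with the filter at 10% mitochondrial UMIs, 477 and 568 cells took that name. The clusters without a class held 7198 mesenchymal cells (70.8%). Descent from the cranial neural crest cannot be read from the counts.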

Leveraging unsupervised clustering and marker analysis, we identified a large group of CNCC-derived cells which include chondrogenic cells, osteogenic cells, dermal fibroblasts and dental mesenchyme (Supplementary Fig. 1a–c). 

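A single cluster among the 17 mesenchymal clusters at E13.5 was dental mesenchyme-like by Tfap2b (ENSMUSG00000025927, chromosome 1, 19208914 to 19238576), Lhx6 (ENSMUSG00000026890, chromosome 2, 36081953 to 36105408), Pax9, Msx1, Barx1 and Lhx8. It held 464 cells, 2.17% of the library (95% interval, 1.98% to 2.37%). Among the alternatives the share moved most to 3.25% over the cells with Y-linked UMIs and no Xist UMIs. Tfap2b stood at 429 CPM in these cells and Lhx6 at 129 CPM, values that describe the selection because both genes were used for it. UMIs of both genes were found in 217 of the cells (46.8%) and in 1 of 388 immune-like cells (0.258%), at median depths of 6146 and 5136 UMIs. Clustered once more at a resolution of 0.8, the cells split into 3 clusters of 167, 150 and 147 cells, led by Igfbp7, Epha3 and Aspn. Because cell number and depth change the number of clusters, 458 dental mesenchyme-like cells per stage were drawn 5 times and thinned to 2000 UMIs each. E13.5 then gave 2 or 3 clusters, E14.5 3 or 4, E16.5 4 or 5, P3.5 4 or 5 and P7.5 4 or 5. Without cell cycle regression, over 608 cells per stage from 632 dental mesenchyme-like cells at E13.5, the median was 4 at E13.5 and 3 at E14.5, against 2 and 3 with it over 458 cells. The number of cells differs between these settings and is equal between the stages of each. At E13.5 the draws took the same 458 cells each time, the cells with at least 2000 UMIs, and differed in the thinning alone. These cells come from a single mesenchymal cluster and those of the later stages from several, so they may be more uniform by selection.

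**Figure D1:**
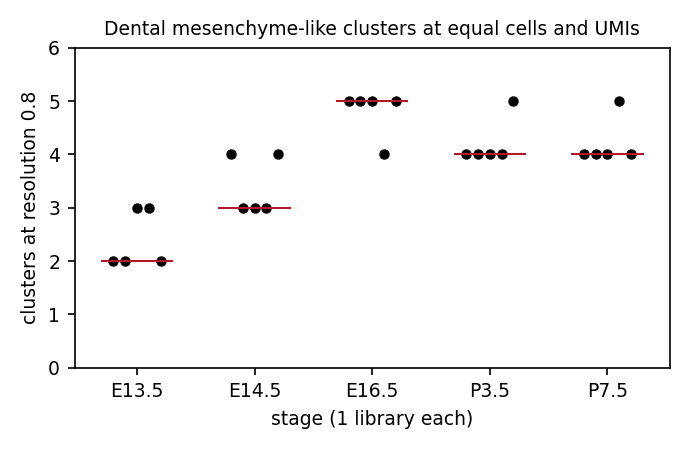
Number of clusters of dental mesenchyme-like cells (vertical axis, clusters at a resolution of 0.8) for each of 5 draws of 458 cells thinned to 2000 UMIs per cell, at each stage (horizontal axis, 1 library each), with the median as a red line. The points of E13.5 lie at 2 or 3 clusters and touch those of E14.5 at 3.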

Through further subclustering analysis with a known early dental mesenchyme marker, Tfap2b^22^, one cell population (*Tfap2b*+/*Lhx6*+) was identified as the dental mesenchyme at E13.5 (Fig. 1b), suggesting that dental mesenchymal cells are relatively homogenous right after postmigratory CNCCs commit to the dental fate at E13.5. Consistent with marker analysis, RNAscope in situ staining of these marker genes showed they are expressed in the dental mesenchyme surrounding the dental epithelium (Fig. 1c–f). The cellular domain of the dental mesenchyme in the mouse molar at E13.5 is illustrated in Fig. 1g. To confirm that this cell population we identified at E13.5 is the progenitor population that contributes to the tooth formation, we performed lineage tracing experiments with *Lhx6-CreER*^*T2*^*;tdT* mice. Tamoxifen was injected at E12.5 to enable the activation of CreER^T2^ and we verified that Lhx6+ cells are present in the dental mesenchyme at E14.0 (Fig. 1h). We found that Lhx6+ cells can give rise to all the lineages in the dental mesenchyme by P21.5 (Fig. 1i–m), suggesting that the Lhx6+ cell population at E13.5 is indeed the dental mesenchymal progenitor population that contributes to tooth formation.

**Fig. 1:**
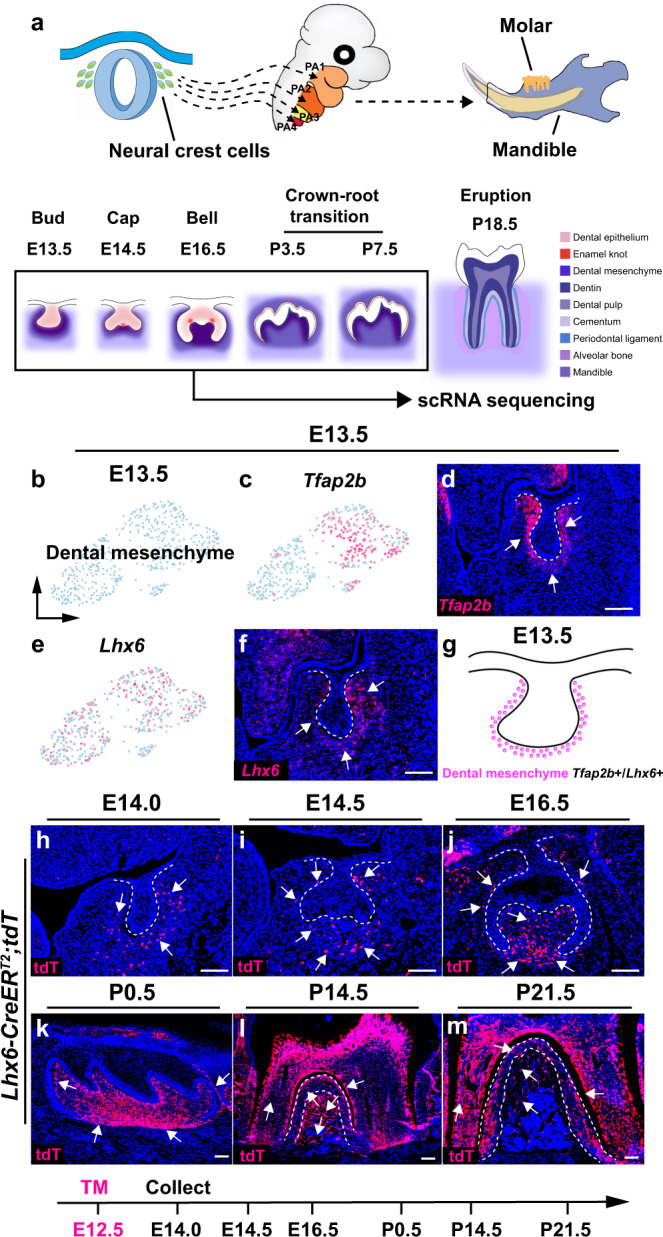
Dental mesenchymal cell populations are relatively homogenous at E13.5. **a** Schematic drawings illustrating the experimental design in this study. **b** UMAP plot of the cell cluster of the dental mesenchyme in the mouse molar at E13.5. **c–f** Feature plot and RNAscope staining of *Tfap2b* and *Lhx6* in the mouse molar at E13.5 (*n* = 3). **g** Schematic drawing of the cellular domain in the dental mesenchyme of the mouse molar at E13.5. **h–m** Lineage tracing experiment with *Lhx6-CreER*^*T2*^*;tdT* mouse molars (*n* = 3). Injection protocol is illustrated underneath the figures. White dotted lines in **d**, **f**, **h**, **i** and **j** outline the dental epithelial cells and in **l** and **m** outline the PDL in the mouse molar. White arrows point to the positive signals. Scale bars, 100 μm.

In order to interrogate the lineage development of dental mesenchymal cells, we further analyzed the cell populations in the mouse molar at E14.5. Utilizing known dental mesenchyme markers at the cap stage, Tfap2b and Pax9^23^, we were able to pinpoint the dental mesenchymal cell populations more specifically at this stage (Fig. 2a, b and Supplementary Fig. 2a–c). Consistent with previous studies, we found that *Pax9* is expressed in both the dental follicle and papilla at E14.5. 

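Clusters were assigned at E14.5 from 3802 dental mesenchyme-like cells among 16788 cells of clusters with mesenchymal markers. The latter include clusters 1 and 2 with 1817 and 1710 cells, led by hemoglobin genes at median depths of 1256 and 821 UMIs per cell, which took no class. Pax9 (ENSMUSG00000001497, chromosome 12, 56691767 to 56712822) reached 166 CPM (95% interval, 159 to 174) in follicle-like and 149 CPM (95% interval, 139 to 160.5) in papilla-like cells, a log2 ratio of follicle over papilla of 0.16 (95% interval, 0.03 to 0.28). In the osteogenic-like cells Pax9 reached 30.2 CPM and in the immune-like cells 21.5 CPM. Pax9 and Tfap2b were among the markers that named the dental mesenchyme-like cells as a whole, and neither named the follicle or the papilla. Tfap2b reached 272 CPM (95% interval, 262 to 282) in follicle-like and 456 CPM (95% interval, 437 to 475) in papilla-like cells.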

To confirm that Pax9+ cells in the mouse molar at E14.5 are dental mesenchymal progenitor cells, we performed lineage tracing experiments with *Pax9-CreER*^*T2*^*;tdT* mice induced with tamoxifen at E13.5. The results clearly showed that Pax9+ cells are located in the dental mesenchyme at E14.5 and they are indeed progenitor cells, because they can give rise to all the mesenchymal lineages in the mouse molar at P21.5 (Fig. 2c–f). Through subclustering analysis of Pax9+ cells, we found two well-separated clusters corresponding to dental follicle and dental papilla cell populations, suggesting these two lineages segregate at E14.5 (Fig. 2g and Supplementary Fig. 3a–f). 

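At the lowest resolution that gave 2 clusters (0.05), the dental mesenchyme-like cells of E14.5 split into 3356 and 446 cells. Crym, Egr3 and Fgf3 had their highest CPM in the smaller cluster and Epha3, Fxyd7 and Foxf1 in the larger one, with none of these 6 genes among the clustering features. At a resolution of 0.8 there were 9 clusters. By markers read from Fig. 2h that do not include these 6 genes, 3 of them were follicle-like (1589 cells) and 2 papilla-like (653 cells). Fig. 2h shows signature genes of this same library, so the naming is not independent of these 6 genes. The 4 clusters that met no name held 1560 cells, 41.0% of the dental mesenchyme-like cells, and were led by Fxyd7, Ptprz1, Rasl11a and Pcdh10. From the separate clusters, the paper proposes that the follicle and papilla lineages have parted by E14.5.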

We identified the top enriched genes in these two cell populations and found previously unknown unique markers for these two lineages with unbiased marker analysis (Fig. 2h, i). 

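In the library of E14.5, Crym (ENSMUSG00000030905, chromosome 7, 120186380 to 120202111) reached 114 CPM (95% interval, 105 to 124) in papilla-like and 4.63 CPM in follicle-like cells, a log2 ratio of papilla over follicle of 4.62 (95% interval, 4.20 to 5.08). Egr3 (ENSMUSG00000033730, chromosome 14, 70077203 to 70082614) reached 163 CPM in the papilla-like and 5.67 CPM in the follicle-like cells, and its log2 ratio was 4.84 (95% interval, 4.46 to 5.25). Fgf3 (ENSMUSG00000031074, chromosome 7, 144838083 to 144844436) had 134 CPM against 1.89 CPM and a log2 ratio of 6.15 (95% interval, 5.51 to 6.87). The UMIs behind the follicle-like values were 49 for Crym, 60 for Egr3 and 20 for Fgf3. The median log2 ratio of the 3 genes was 4.84 and, among the alternatives, moved most to 5.39 over the cells with Y-linked UMIs and no Xist UMIs. In the unnamed dental clusters of this stage the 3 genes stood at 16.7, 8.24 and 2.35 CPM.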

Through RNAscope in situ staining, we found dental papilla marker genes (*Crym*+*/Egr3*+*/Fgf3*+) that are specifically expressed in the dental papilla and absent from the dental follicle (Fig. 2j–l and Supplementary Fig. 3a–c). Conversely, we found dental follicle marker genes (*Epha3*+*/Fxyd7+/Foxf1*+) that are expressed in the dental follicle cell domain surrounding the dental epithelium and dental papilla (Fig. 2m–o and Supplementary Fig. 3d–f). These two distinct cellular domains of the dental papilla and follicle in the mouse molar at E14.5 are illustrated in Fig. 2p.

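In follicle-like cells of E14.5, Epha3 (ENSMUSG00000052504, chromosome 16, 63543534 to 63864175) reached 233 CPM (95% interval, 224 to 243) against 65.2 CPM in papilla-like cells, a log2 ratio of follicle over papilla of 1.84 (95% interval, 1.67 to 2.01). Foxf1 (ENSMUSG00000042812, chromosome 8, 121084386 to 121088144) reached 159.9 CPM against 73.7 CPM, a log2 ratio of 1.12 (95% interval, 0.95 to 1.29). Fxyd7 (ENSMUSG00000036578, chromosome 7, 31042513 to 31051467) reached 47.2 CPM in follicle-like and 49.5 CPM in papilla-like cells, and the interval of its log2 ratio, -0.07 (-0.29 to 0.16), spans 0. Its highest level, 256 CPM, was found in cluster 0, an unnamed cluster of 600 cells. With log-normalization in place of SCTransform, without cell cycle regression and at the paper's number of clusters, the ratio of Fxyd7 lay above 0, at 1.27 (0.97 to 1.59), 0.34 (0.04 to 0.64) and 1.92 (1.62 to 2.23), and with the called doublets left out it lay below 0, at -0.61 (-0.81 to -0.42).

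**Figure D2:**
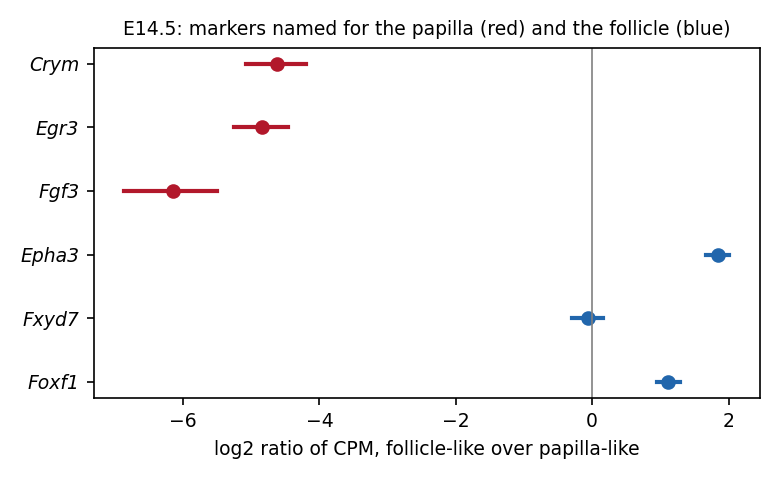
Log2 ratio of CPM, follicle-like over papilla-like cells at E14.5 (horizontal axis), for 6 genes (vertical axis), with 95% conditional binomial intervals as lines. Crym, Egr3 and Fgf3 (red) lie below 0, Epha3 and Foxf1 (blue) above 0, and the interval of Fxyd7 (blue) crosses 0.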

**Fig. 2:**
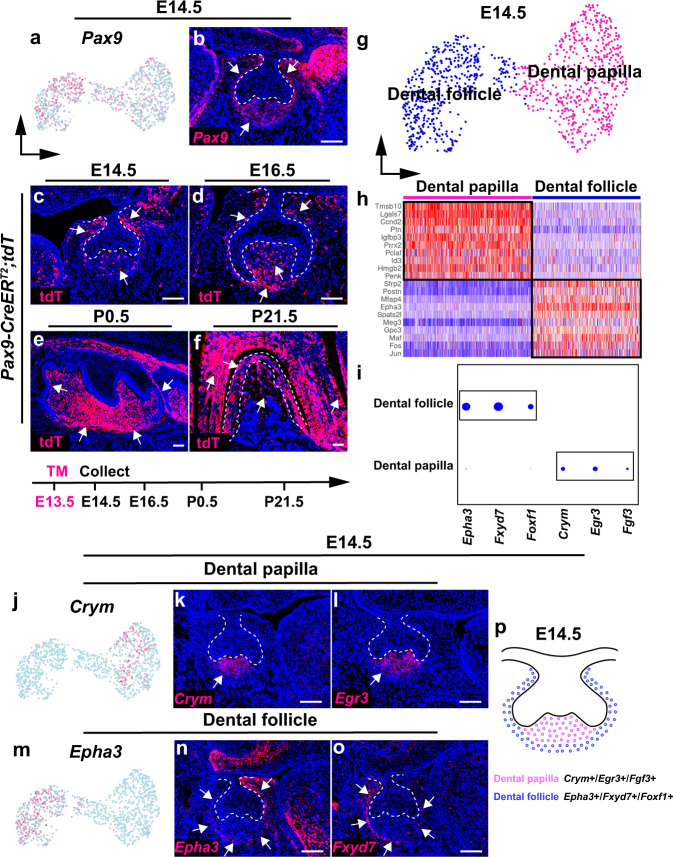
Dental follicle and dental papilla lineages segregate at E14.5. **a**, **b** Feature plot and RNAscope staining of *Pax9* in the mouse molar at E14.5 (*n* = 3). **c–f** Lineage tracing analysis of Pax9+ cells in the dental mesenchyme of the mouse molar from E14.5 to P21.5 (*n* = 3). **g** UMAP plot of the dental mesenchyme in the mouse molar at E14.5. **h**, **i** Heatmap and Dotplot of signature genes in the dental papilla and follicle of the mouse molar at E14.5. **j**–**l** Feature plot and RNAscope staining of dental papilla markers in the mouse molar at E14.5 (*n* = 3). **m**–**o** Feature plot and RNAscope staining of dental follicle markers of the mouse molar at E14.5 (*n* = 3). **p** Schematic drawing of the cellular domain in the dental mesenchyme of the mouse molar at E14.5. White dotted lines in **b**, **c**, **d**, **k**, **l**, **n** and **o** outline the epithelial cells and in **f** outline the PDL in the mouse molar. White arrows point to the positive signals. Scale bars, 100 μm.

### Evolution and spatial separation of cellular domains in the mouse molar

At E16.5, the mouse molar reaches the bell stage of development, at which the crown patterning is determined. 

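Among 14595 cells of clusters with mesenchymal markers at E16.5, 4946 were dental mesenchyme-like. The clusters without a class included clusters 0, 7 and 16 (2179, 698 and 414 cells), with hemoglobin genes among their leading genes, and cluster 21 (52 cells), led by genes of immune cells. At a resolution of 0.8 they formed 13 clusters. By markers read from Fig. 3b, these included coronal papilla-like (1057 cells), apical papilla-like (371), lateral follicle-like (1254) and apical follicle-like clusters (1371). A pair of clusters with 893 cells (18.1%) stayed unnamed. At the lowest resolution that gave 4 clusters (0.065), the clusters held 2343, 983, 854 and 766 cells. Lmo1, Fgf3 and Smpd3 then all peaked in 1 of the 4 clusters, and so did Aldh1a2, Rasl11a and Sgk1 in another. Lhx6, Fst and Gldn peaked in 3 different clusters, and Lepr did not share the cluster of Foxf1 and Bmp3.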

Through subclustering and unsupervised marker analysis, we were able to identify four cell populations in the dental mesenchyme at E16.5 (Fig. 3a, Supplementary Fig. 4a–c and Supplementary Fig. 5a–l). Varied signature genes were revealed among these cell clusters (Fig. 3b, c). 

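Domains at E16.5 were named without Lmo1, Fgf3, Smpd3, Lhx6, Fst and Gldn, and none of these was a clustering feature, although Lhx6 had helped to select the dental mesenchyme-like cells as a whole. In coronal papilla-like cells, Lmo1 (ENSMUSG00000036111) reached 604 CPM (95% interval, 589 to 619), with a log2 ratio over the next highest named domain of 4.23 (95% interval, 4.07 to 4.39). Fgf3 reached 171 CPM there and Smpd3 (ENSMUSG00000031906) 265 CPM, with log2 ratios of 5.94 (95% interval, 4.96 to 7.16) and 3.17 (95% interval, 2.85 to 3.49). In apical papilla-like cells, Fst (ENSMUSG00000021765) reached 504 CPM, a log2 ratio of 2.82 (95% interval, 2.69 to 2.95) over the coronal papilla-like cells. Lhx6 reached 195 CPM, a log2 ratio of 1.18 (95% interval, 1.03 to 1.34) over the apical follicle-like cells. Gldn (ENSMUSG00000046167) had 38.6 CPM in the apical and 34.2 CPM in the coronal papilla-like cells, and the interval of its log2 ratio, 0.18 (-0.14 to 0.49), spans 0.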

At this stage, the dental papilla cell population has formed separate coronal (*Lmo1*+/*Fgf3*+/*Smpd3*+) and apical domains (*Lhx6*+/*Fst*+/*Gldn*+) (Fig. 3d–i and Supplementary Fig. 5a–f), a reflection of further differentiation of the dental papilla lineage compared to E14.5. Likewise, the dental follicle cells have also evolved into two cellular domains which are located in the lateral (*Lepr*+/*Foxf1*+/*Bmp3*+) and apical regions (*Aldh1a2*+/*Rasl11a*+/*Sgk1*+) of the dental follicle, respectively (Fig. 3j–o and Supplementary Fig. 5g–l), implying they contribute to the development of spatially distinct regions within the tooth. 

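In lateral follicle-like cells of E16.5, Bmp3 (ENSMUSG00000029335, chromosome 5, 98854415 to 98884396) reached 161 CPM (95% interval, 152 to 169), a log2 ratio over the apical follicle-like cells of 2.12 (95% interval, 1.96 to 2.29). Lepr (ENSMUSG00000057722) reached 107 CPM and Foxf1 219.5 CPM, with log2 ratios over the next highest named domain of 0.86 (95% interval, 0.71 to 1.01) and 0.68 (95% interval, 0.53 to 0.84). In apical follicle-like cells, Aldh1a2 (ENSMUSG00000013584) reached 157 CPM and Sgk1 (ENSMUSG00000019970) 42.1 CPM, with log2 ratios of 1.50 (95% interval, 1.26 to 1.74) and 1.60 (95% interval, 1.13 to 2.10) over the apical papilla-like cells. Rasl11a (ENSMUSG00000029641) had 134 CPM in apical follicle-like and 332 CPM (95% interval, 311 to 354) in apical papilla-like cells, where it was highest, and the log2 ratio of the first over the second was -1.31 (95% interval, -1.43 to -1.19). Over the 12 genes that the paper names for the 4 domains, 11 had their highest CPM in the domain the paper gives. The naming markers were read from a figure of this same library, so part of this count may follow from the naming. Among the alternatives, the count moved most to 5 of 12 at the paper's number of clusters.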

In order to validate the contributions of the dental follicle cell populations, we generated *Lepr-Cre;tdT* mice to investigate the contribution of Lepr+ lateral follicle cells during mouse molar development. Lepr+ cells have been reported to be bone marrow mesenchymal stem cells in the long bone^24^. We found Lepr+ cells in the dental follicle can give rise to the periodontal tissue including PDL and alveolar bone, but these cells were absent from the dental papilla-derived dental pulp and odontoblasts in the root region of the mouse molar, indicating Lepr+ cells are indeed dental follicle progenitor cells that contribute to development of the periodontal tissue in the mouse molar (Fig. 3p–s). The cellular domains of the dental papilla and follicle in the mouse molar at E16.5 are illustrated in Fig. 3t.

**Fig. 3:**
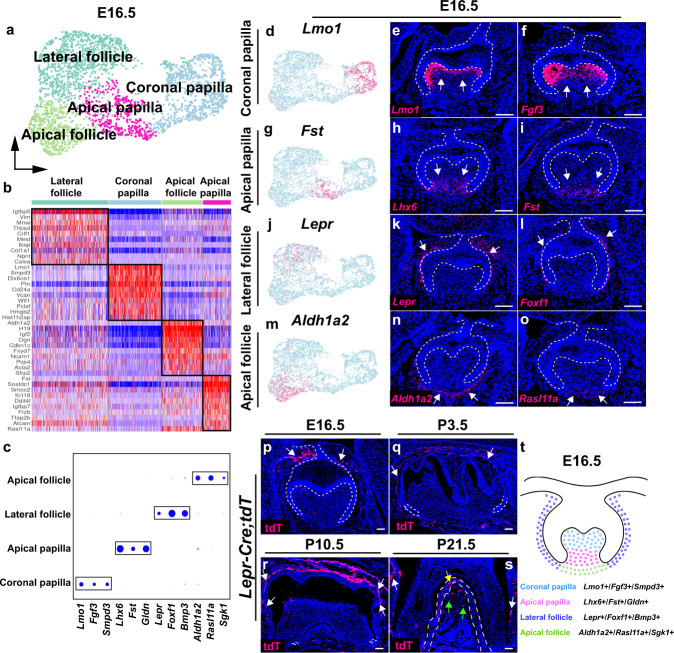
Dental cell populations evolve into four distinctive cellular domains at E16.5. **a** UMAP plot of cell clusters in the dental mesenchyme of the mouse molar at E16.5. **b**, **c** Heatmap and Dotplot of signature genes in the dental papilla and follicle of the mouse molar at E16.5. **d**–**o** Feature plot and RNAscope staining of dental papilla and dental follicle markers in the mouse molar at E16.5 (*n* = 3). **p**–**s** Lineage tracing experiment performed with *Lepr-Cre;tdT* mice (*n* = 3). **t** Schematic drawing of the cellular domain in the dental mesenchyme of the mouse molar at E16.5. White dotted lines outline the dental epithelial cells and PDL in the mouse molar. White arrows point to the positive signals. Yellow and green arrows in **s** point to the positive signals in PDL and alveolar bone in the root furcation region, respectively. Scale bars, 100 μm.

To better understand the cellular heterogeneity and role of dental mesenchyme during mouse molar root development, we isolated cells from the molar at P3.5, at which time root development is about to initiate. 

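At P3.5, 2305 dental mesenchyme-like cells were coronal papilla-like, 2173 middle papilla-like, 1889 apical papilla-like, 319 odontoblast-like, 1166 lateral follicle-like and 514 apical follicle-like. They came from 10956 dental mesenchyme-like cells in 15 clusters, 97.9% of the 11189 mesenchymal cells. No cluster of P3.5 was osteogenic-like or chondrogenic-like, so the selection left out few mesenchymal cells. The lateral follicle-like clusters 6 and 12 had Ibsp and Runx2, markers of the osteogenic class, among their leading genes. A pair of large clusters met no name and together held 23.6% of the dental mesenchyme-like cells. Cluster 1 with 1385 cells was led by Dio3, Fst and Cntn6, and cluster 4 with 1205 cells by Omd, Cd59a and Itga4. At the lowest resolution that gave 6 clusters (0.1), 1 cluster took 7128 of the cells and the smallest 95. Coronal papilla-like cells were named by Enpp6, Fabp7 and Fmod, middle papilla-like cells by Nnat, Rab3b and Snai2, apical papilla-like cells by Aox3, Tac1 and Itga4, and odontoblast-like cells by Dspp, Dmp1, Sp7, Fabp4 and Smpd3, so that levels of these genes describe the selection. Aox3 was nevertheless higher in odontoblast-like than in apical papilla-like cells, at 151 against 133 CPM, and Tac1 stood at 108 CPM in apical follicle-like and 102 CPM in apical papilla-like cells.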

Six cell populations were assigned to the dental mesenchyme according to the unsupervised clustering and newly identified signature gene analysis at P3.5 (Fig. 4a–c and Supplementary Fig. 6). 

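Bmp3 reached 629 CPM (95% interval, 612 to 646) in lateral follicle-like cells of P3.5 and 15.4 CPM in apical follicle-like cells, the next highest named domain, a log2 ratio of 5.35 (95% interval, 4.96 to 5.76). Tnmd (ENSMUSG00000031250, chromosome X, 133850980 to 133865577) reached 164 CPM against 18.3 CPM, a log2 ratio of 3.16 (95% interval, 2.80 to 3.55). Smoc2 (ENSMUSG00000023886, chromosome 17, 14279506 to 14404790) reached 1882 CPM (95% interval, 1837 to 1928) in apical follicle-like cells and 169.8 CPM in lateral follicle-like cells, a log2 ratio of 3.47 (95% interval, 3.39 to 3.55). Slc1a3 (ENSMUSG00000005360, chromosome 15, 8634124 to 8710764) reached 200.4 CPM against 32.2 CPM, a log2 ratio of 2.64 (95% interval, 2.43 to 2.85). None of Bmp3, Tnmd, Smoc2 and Slc1a3 named a domain or was a clustering feature, although all 4 were among the genes that selected the dental mesenchyme-like cells as a whole.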

A lateral follicle domain (*Bmp3*+*/Tnmd*+) and an apical follicle domain (*Smoc2*+/*Slc1a3*+) were defined based on the expression patterns of these newly identified signature genes at P3.5 (Fig. 4d–k). The follicle pattern appeared similar to that observed at E16.5, suggesting that the cellular domains in the dental follicle are already established at E16.5. In order to examine the contribution of dental follicle cells to tooth root development at P3.5, we first analyzed the expression of *Pthlh* (the gene encoding Pthrp), a known marker of the dental follicle in the mouse molar^17^, and confirmed it is expressed in both the lateral and apical follicle domains (Supplementary Fig. 7a, b). 

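Pthlh (ENSMUSG00000048776, chromosome 6, 147252101 to 147264183) reached 158 CPM (95% interval, 149.6 to 167) in lateral follicle-like and 71.8 CPM (95% interval, 63.2 to 81.2) in apical follicle-like cells of P3.5. In the papilla-like domains, odontoblasts included, it lay between 6.24 and 24.6 CPM, and the log2 ratio of both follicle-like domains over the papilla-like cells was 2.88 (95% interval, 2.76 to 3.00). The immune-like cells held 7.30 CPM.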

To validate the contribution of Pthrp+ cells, we performed a lineage tracing experiment with *Pthrp-CreER*^*T2*^*;tdT* mice. Tamoxifen was injected at P3.5 to enable the activation of CreER^T2^ and, consistent with its expression pattern, we found Pthrp+ cells in both the lateral and apical domains of the dental follicle two days after the tamoxifen induction (Supplementary Fig. 7c). We also revealed that Pthrp+ cells can give rise to periodontal tissue in both the furcation and root-forming regions of the mouse molar (Supplementary Fig. 7d, e). To further understand the contributions of the apical domains in the dental follicle, we generated *Slc1a3-CreER*^*T2*^*;tdT* mice to target the apical follicle domain and performed lineage tracing. Slc1a3 is a known marker for astrocytes in the nervous system^25^. The cell lineage tracing data showed that Slc1a3+ cells are located in the apical region of the dental follicle two days after tamoxifen induction and that they largely contribute to the PDL and alveolar bone formation in the root furcation region where the two roots of mouse molar are separated (Fig. 4m–o), suggesting dental follicle cells in the apical domain govern the cell lineages for root furcation development. The cellular domains of the dental mesenchyme at P3.5 were illustrated in Fig. 4q based on the analysis of the expression of signature genes and lineage tracing data (Fig. 4d–p and Supplementary Fig. 8).

**Fig. 4:**
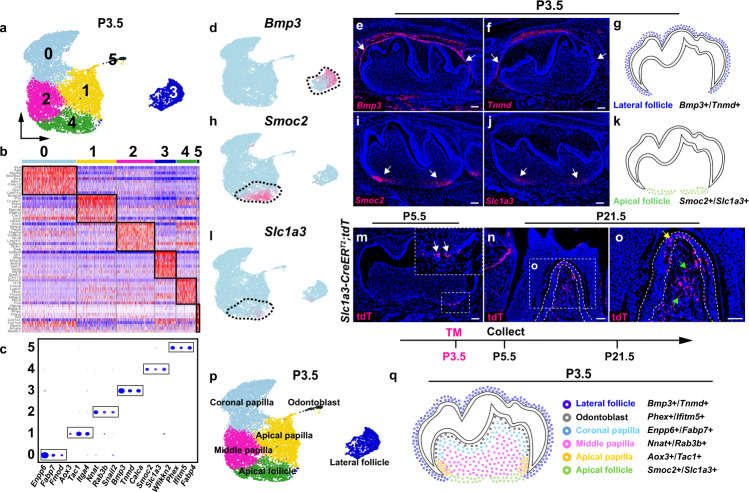
Apical dental follicle cells largely contribute to the periodontal tissue in the furcation region of the mouse molar. **a** UMAP plot of cellular domains in the mouse molar at P3.5. **b**, **c** Heatmap and Dotplot of signature genes of dental mesenchymal cell populations in the mouse molar. **d**–**f** Feature plot and RNAscope staining of lateral follicle markers in the mouse molar at P3.5 (*n* = 3). **g** Schematic drawing of the lateral follicle domain in the mouse molar at P3.5. **h**–**j** Feature plot and RNAscope staining of apical follicle markers in the mouse molar at P3.5 (*n* = 3). **k** Schematic drawing of the apical follicle domain in the mouse molar at P3.5. **l**–**o** Feature plot of *Slc1a3* and lineage tracing analysis of Slc1a3+ cells in the mouse molar from P3.5 to P21.5 (*n* = 3). **p** UMAP plot of cellular domains in the mouse molar at P3.5 with annotation. **q** Schematic drawing of the cellular domains in the mouse molar at P3.5. Injection protocol is illustrated underneath the figures. Black dotted lines outline the cellular domains in the Feature plots. The white box in **n** is magnified in **o**. White dotted lines in **o** outline the PDL in the mouse molar. White arrows point to the positive signals. Yellow and green arrows in **o** point to the positive signals in PDL and alveolar bone in the root furcation region, respectively. Scale bars, 100 μm.

### Postnatal apical papilla domain retains bipotent progenitor cells that give rise to dental pulp cells and odontoblasts during mouse molar development

In analyzing the cellular heterogeneity within the CNCC-derived dental papilla, we identified four cellular domains with newly identified marker genes in the dental papilla of the mouse molar at P3.5 through unsupervised marker analysis. 

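Phex (ENSMUSG00000057457, chromosome X, 157162075 to 157415312) reached 181 CPM (95% interval, 167 to 196) in the 319 odontoblast-like cells of P3.5, against 12.6 CPM in coronal papilla-like cells, the next highest named domain, a log2 ratio of 3.84 (95% interval, 3.59 to 4.09). Ifitm5 (ENSMUSG00000025489, chromosome 7, 140948958 to 140950291) reached 959 CPM against 37.6 CPM in apical papilla-like cells, a log2 ratio of 4.67 (95% interval, 4.54 to 4.81). With Bmp3, Tnmd, Smoc2 and Slc1a3, 6 of 6 genes that named no domain had their highest CPM in the domain that the paper gives. The count was 4 of 6 with the filter at 10% mitochondrial UMIs and at the number of clusters of the paper, where no cluster was apical follicle-like. The odontoblast-like cells came from cluster 10 with 224 cells and cluster 13 with 95 cells. The leading genes of cluster 13 were Fabp4, the hemoglobin genes Hbb-bt, Hbb-bs, Hba-a1 and Hba-a2, Mpo, Sct, Dmp1, Dspp and Amelx, and its median depth was 1565 UMIs per cell.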

Odontoblasts (*Phex*+/*Ifitm5*+) are terminally differentiated dentin-forming cells that are located underneath the dentin in the mouse molar (Supplementary Fig. 8a-d). Cell populations within the coronal dental papilla (*Enpp6*+/*Fabp7*+), middle dental papilla (*Nnat*+/*Rab3b*+) and apical dental papilla (*Aox3*+/*Tac1*+) are dental papilla cells with different differentiation status (Supplementary Fig. 8e–p). In order to understand the differentiation trajectory of these cell populations in the dental papilla, we took advantage of Velocity analysis, which infers the differentiation status of the cells based on the ratio of spliced and unspliced mRNA^26^. The results indicated that apical dental papilla cells are progenitor cells that can give rise to odontoblasts and the dental pulp lineage (Fig. 5a). 

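Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361), a gene transcribed in cycling cells, reached 158 CPM (95% interval, 152 to 165) in apical papilla-like cells of P3.5. It reached 15.0 CPM in coronal papilla-like, 21.0 CPM in middle papilla-like and 56.2 CPM in odontoblast-like cells. The log2 ratio of the apical over the other papilla-like cells was 2.84 (95% interval, 2.72 to 2.97). Among the alternatives the ratio moved most to 5.48 without cell cycle regression. Clusters 9 and 11 of the apical papilla-like cells were led by genes of the cell cycle and reached 388 and 149.8 CPM, whereas cluster 2, the largest with 1352 cells, had 72.0 CPM. After thinning, 16.6% (95% interval, 15.0% to 18.4%) of apical papilla-like cells had an Mki67 UMI and 11.0% (95% interval, 9.18% to 13.1%) of immune-like cells, which can cycle themselves, with 20 and 166 cells left out and median depths of 6614 and 7146 UMIs. In lateral follicle-like cells the CPM was 59.8, and in apical follicle-like cells 44.6.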

Because highly proliferative cells are located in the apical region of the dental papilla in the mouse molar (Fig. 5b, c), in order to confirm the differentiation trajectory in vivo, we first examined whether EdU+ cycling cells can contribute to the dental pulp and odontoblast formation through an EdU tracing experiment. The results suggested that EdU+ cells within the apical dental papilla domain indeed give rise to odontoblast and pulp lineages nine days after tracing (Fig. 5d, e). In addition, we found that *Fgf3*, encoding a ligand for FGF signaling^27^, is specifically expressed in the apical dental papilla at P3.5 (Fig. 5f, g). 

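In the counts of P3.5, Fgf3 reached 23.3 CPM (95% interval, 20.9 to 25.9) in apical papilla-like cells, 32.1 CPM (95% interval, 29.2 to 35.2) in middle papilla-like, 40.6 CPM (95% interval, 34.0 to 48.2) in odontoblast-like and 18.8 CPM (95% interval, 16.6 to 21.2) in coronal papilla-like cells. The lateral and apical follicle-like cells held 2.06 and 2.29 CPM. The log2 ratio of the apical papilla-like cells over all other named domains together was 0.20 (95% interval, 0.01 to 0.38). Among the alternatives the ratio moved most to 0.81 with the paper's marker genes kept as clustering features. Over the cells with Xist UMIs and no Y-linked UMIs it was -0.10 (-0.50 to 0.29). With these genes kept and with log-normalization, the apical papilla-like cells were the highest named domain, at 30.2 and 28.2 CPM. In these 2 alternatives, without cell cycle regression and with the filter at 10% mitochondrial UMIs, odontoblast-like cells had between 8.94 and 10.4 CPM. The highest level among the clusters, 43.0 CPM, was found in the unnamed cluster 4, which has Itga4, a naming gene of the apical papilla, among its leading genes. After thinning, 3.91% (95% interval, 3.07% to 4.89%) of apical papilla-like and 6.56% (95% interval, 5.54% to 7.69%) of middle papilla-like cells had an Fgf3 UMI, against 0.949% (95% interval, 0.456% to 1.74%) of immune-like cells. Cells below 2000 UMIs were left out, 20, 38 and 166 in that order, and the median depths before thinning were 6614, 5913 and 7146 UMIs.

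**Figure D3:**
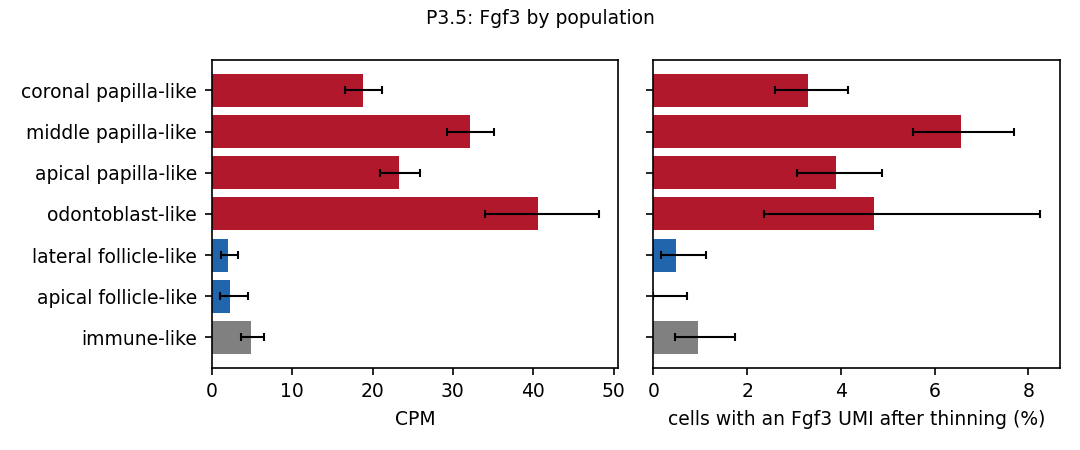
Fgf3 at P3.5 by population, as CPM from summed UMIs (left, horizontal axis in CPM) and as the share of cells with an Fgf3 UMI after thinning to 2000 UMIs (right, horizontal axis in percent), with exact 95% intervals as error bars, papilla-like domains in red, follicle-like in blue and immune-like cells in grey. The apical papilla-like cells stand at 23.3 CPM, below the odontoblast-like and middle papilla-like cells.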

To confirm whether Fgf3+ cells in the apical papilla are the progenitor cells for dental pulp and odontoblast formation, we generated *Fgf3-CreER*^*T2*^*;tdT* mice to enable tracking Fgf3+ cells in the mouse molar at P3.5. The results showed that Fgf3+ cells in the apical papilla can become dental pulp cells and odontoblasts (Fig. 5h, i), suggesting apical dental papilla cells are the bipotent progenitor cells that generate pulp and odontoblast lineages in the mouse molar (Fig. 5j). Dental pulp cells in the coronal region have been reported to form odontoblasts during post-injury repair^28,29^, indicating the mechanisms that regulate the differentiation trajectory of dental papilla progenitors are different in developmental and repair contexts.

**Fig. 5:**
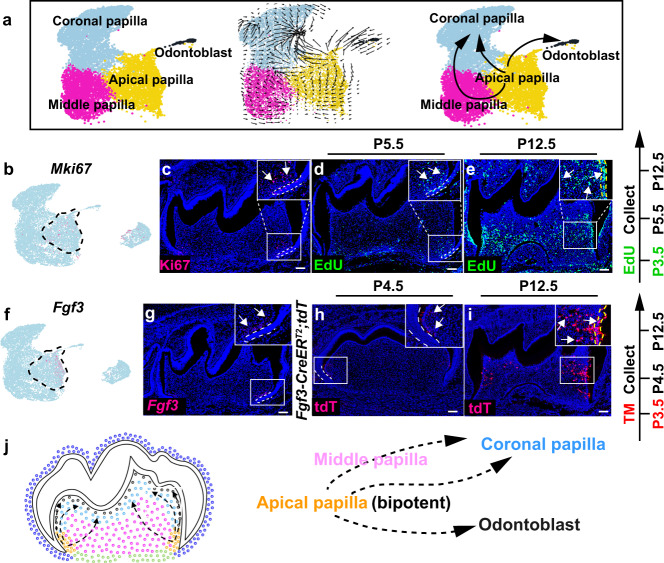
Apical papilla cells are bipotent progenitor cells that give rise to dental pulp cells and odontoblasts in the mouse molar. **a** Velocity analysis of dental papilla cell populations in the mouse molar at P3.5. **b**, **c** Feature plot of *Mki67* and immunostaining of Ki67 in the mouse molar at P3.5 (*n* = 3). **d**, **e** EdU tracing analysis in the mouse molar from P3.5 to P12.5 (*n* = 3). **f**, **g** Feature plot and RNAscope staining of *Fgf3* in the mouse molar at P3.5 (*n* = 3). **h**, **i** Lineage tracing analysis of Fgf3+ cells in the mouse molar from P3.5 to P12.5 (*n* = 3). **j** Differentiation trajectory of dental papilla cells in the mouse molar at P3.5. White boxes are magnified in the inserts of the figures. Black dotted lines outline the cellular domains in the feature plots and white dotted lines outline the dental epithelial cells in the mouse molar. Yellow dotted lines in **e** and **i** outline the odontoblast layer in the mouse molar. White arrows point to the positive signals and black arrows indicate the differentiation trajectory. EdU and tamoxifen injection protocols are on the right side of the figures. Scale bars, 100 μm.

### Different sets of genes switch on and off along the differentiation trajectory of the dental mesenchymal lineages during mouse molar development

To investigate whether the cellular domain for tooth root development is fully developed at P3.5, we further analyzed the cell populations in the mouse molar at P7.5 and found that the cellular domains and corresponding signature genes in the dental mesenchyme at this stage resembled those at P3.5 (Supplementary Fig. 9), suggesting the cellular domains for tooth root formation are established at P3.5. 

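At P7.5, 5986 of 7423 mesenchymal cells were dental mesenchyme-like. Of these, 599 were coronal papilla-like, 2128 middle papilla-like, 756 odontoblast-like, 1030 lateral follicle-like and 467 apical follicle-like, and 1006 (16.8%) were unnamed. No cluster was apical papilla-like. Mesenchymal clusters 3 and 5, with 789 and 588 cells and Crabp1 among their leading genes, met neither the rule for the dental mesenchyme nor that for another class. Profiles of CPM were compared between the stages by Spearman correlation across 8697 genes, which are not independent replicates, with the naming genes left out. Each of the 5 named domains of P7.5 had its highest correlation with the domain of the same name at P3.5, between 0.925 and 0.954. The margin to the nearest other domain was smallest for the apical follicle-like cells, at 0.929 against 0.897 with the lateral follicle-like cells. The alternatives gave 4 of 5 domains at the paper's number of clusters, and 5 of 6 with log-normalization and with the filter at 10% mitochondrial UMIs. In those 2 alternatives, and without cell cycle regression (6 of 6), a domain of 850, 366 and 1243 cells was apical papilla-like. Clusters 3 and 5 were closest to the apical papilla-like cells of P3.5, at 0.921 and 0.927. Bmp3, Tnmd, Smoc2, Slc1a3, Phex and Ifitm5 each had their highest CPM in the domain the paper gives, as at P3.5. With the filter at 10% mitochondrial UMIs this held for 3 of 6 genes. Tnmd reached 166 CPM in lateral follicle-like cells, but 183 CPM in cluster 10, led by Mmp13, which is part of the apical follicle-like cells. The apical follicle-like cells as a whole had 67.2 CPM of Tnmd, so its place rests on pooling the clusters. Bmp3 reached 457 CPM in lateral follicle-like cells, Smoc2 1791 CPM in apical follicle-like cells and Phex 429 CPM in odontoblast-like cells. From the resemblance of the domains and their signature genes, the paper proposes that the domains which form the root are in place at P3.5.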

In order to understand the subtle change in the genetic programs that determine cell fate along the differentiation trajectory of the dental mesenchymal lineages during mouse molar development, we first performed integrative analysis of the dental papilla lineage single-cell RNA-seq data from five developmental stages mentioned above (E13.5, E14.5, E16.5, P3.5, P7.5) using Seurat 4. We identified the cell populations that can be categorized into dental pulp and odontoblast lineages based on their highly specific marker genes (Fig. 6a, b). To investigate the dental papilla lineage development, we first used scVelo to perform Velocity analysis^25^. We found that, consistent with our in vivo discovery, the common progenitor cells divided into two major branches, corresponding to the aforementioned dental pulp and odontoblast lineages (Fig. 6c). Then Monocle 3 pseudotime analysis, which provided a computational model of the cell fate decisions of the dental papilla cells^30^, was conducted to confirm this finding (Fig. 6d–i). The earliest dental mesenchyme marker identified in this study, Tfap2b, was used to refer to the root node in the pseudotime analysis. To further understand the cell fate transition of the progenitor cells in the dental papilla, we performed GeneSwitches analysis, through which we identified the sets of genes that are switched on/off in particular lineages^31^. Interestingly, many marker genes identified in each lineage are switched “on” in those specific lineages, providing another layer of evidence regarding the cell lineage development during mouse molar formation (Fig. 6j, k). Likewise, we performed similar analysis of the dental follicle lineage and, consistent with what we found in vivo, the progenitor cells give rise to cell populations in the apical and lateral follicle along the differentiation trajectory (Fig. 6l–t). 

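The pseudotime order was not recomputed, and the libraries were compared by stage alone, in CPM over the 30406 genes that all 5 lists share. In the papilla lineage, taken as the dental mesenchyme-like cells at E13.5 and the papilla-like cells from E14.5 on, Tfap2b stood at 429.9, 458, 130.3, 3.86 and 8.01 CPM in the order of the stages, a log2 ratio of P7.5 over E13.5 of -5.75 (95% interval, -5.97 to -5.53). Phex stood at 5.97, 3.11, 1.78, 17.2 and 167 CPM, a log2 ratio of 4.81 (95% interval, 4.16 to 5.54). The make-up of the papilla-like cells differed between the postnatal libraries, with 319 odontoblast-like cells among 6686 at P3.5 and 756 among 3483 at P7.5. Within the odontoblast-like cells Phex stood at 181 and 429 CPM. Enpp6 (ENSMUSG00000038173, chromosome 8, 46986887 to 47096762) had 0 of 3184231 UMIs at E13.5, which allows 0.942 CPM at 3 counts, then 0.622, 1.33, 109.6 and 57.3 CPM, so that against this floor of 3 counts over the group P7.5 was at least 60.8-fold higher than E13.5, while the exact 95% interval of the log2 ratio starts at 5.63. Tfap2b selected the dental mesenchyme-like cells of the embryonic stages, and Enpp6 and Phex those of the postnatal stages, so part of these differences follows from the selection. Each stage is 1 library, E14.5 and E16.5 were counted with another CellRanger version and gene list than the other stages, and no trend was tested.

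**Figure D4:**
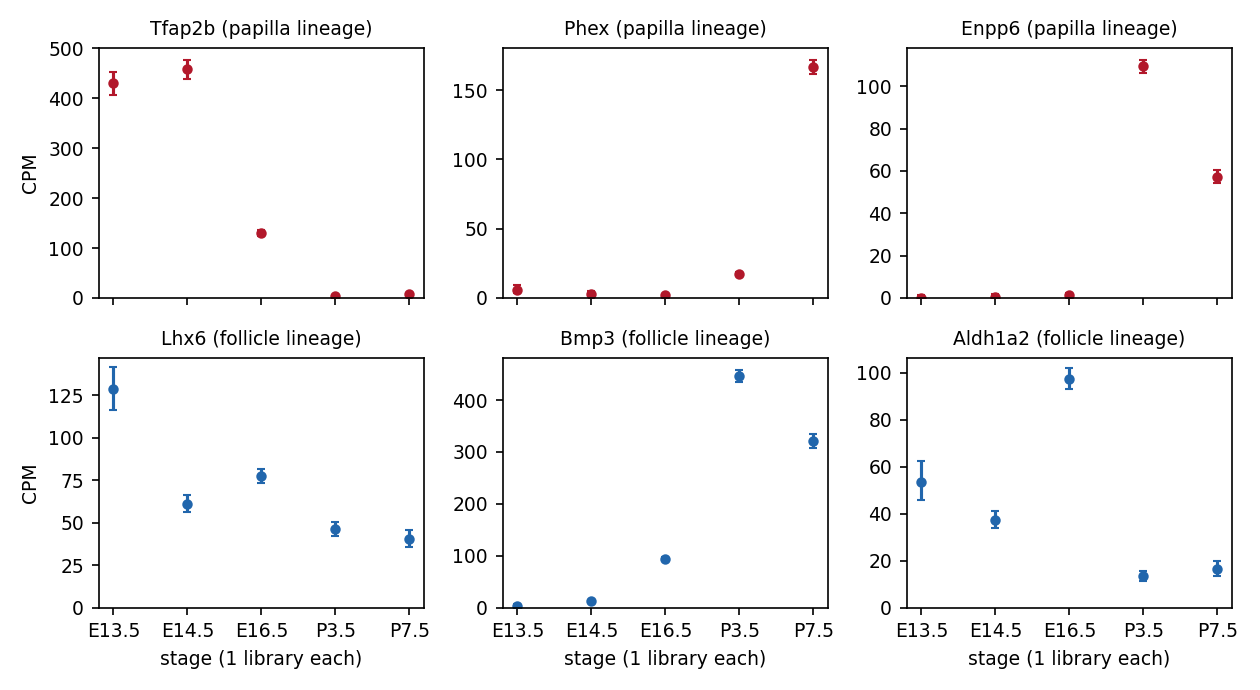
CPM with exact Poisson 95% intervals (vertical axes) at the 5 stages (horizontal axes, 1 library each) for Tfap2b, Phex and Enpp6 in the papilla lineage (red) and Lhx6, Bmp3 and Aldh1a2 in the follicle lineage (blue). Tfap2b is highest at E14.5 and Bmp3 at P3.5.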

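In the follicle lineage, taken as the dental mesenchyme-like cells at E13.5 and the follicle-like cells from E14.5 on, Bmp3 stood at 3.77, 13.3, 93.9, 446 and 321 CPM in the order of the stages, a log2 ratio of P7.5 over E13.5 of 6.41 (95% interval, 5.60 to 7.36). Lhx6 stood at 129, 61.2, 77.4, 46.3 and 40.5 CPM, a log2 ratio of -1.67 (95% interval, -1.89 to -1.45). Aldh1a2 was highest at E16.5 with 97.4 CPM, stood at 53.7 CPM at E13.5 and 37.4 CPM at E14.5, and was lower at both postnatal stages than at any embryonic stage, with a log2 ratio of P7.5 over E13.5 of -1.71 (95% interval, -2.06 to -1.36). The share of the apical follicle-like cells among the follicle-like cells differed between the libraries, with 1371 and 1254 apical and lateral cells at E16.5 and 514 and 1166 at P3.5. Lhx6 was a selecting marker in the embryonic libraries and Bmp3 in the postnatal ones.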

Different sets of genes were also found to be switched on/off during the progression of dental follicle lineage development, highlighting the dynamic change of the genetic programs governing the cell fate transition of the progenitor cells in the dental mesenchyme (Fig. 6u, v).

**Fig. 6:**
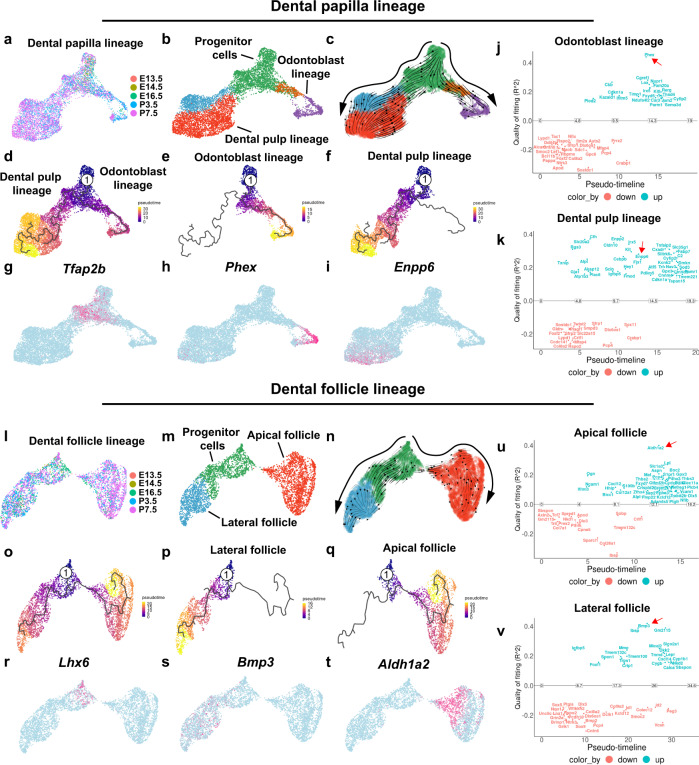
Differentiation trajectory and lineage transition in the dental mesenchyme. **a** Integrative analysis of the dental papilla lineage data from E13.5, E14.5. E16.5, P3.5 and P7.5. **b** Dental papilla clusters in integrative analysis. **c** Differentiation trajectory inference of dental papilla lineage with Velocity analysis. **d**–**f** Differentiation trajectory inference of dental papilla lineage with Monocle analysis. **g**–**i** Feature plot of *Tfap2b*, *Phex* and *Enpp6* from the dental papilla lineage. **j**, **k** Odontoblast and dental pulp lineage inference with GeneSwitches analysis. Red arrows highlight *Phex* and *Enpp6* in **j**, **k**. **l** Integrative analysis of the dental follicle lineage data from E13.5, E14.5. E16.5, P3.5 and P7.5. **m** Dental follicle clusters in integrative analysis. **n** Differentiation trajectory inference of dental follicle lineage with Velocity analysis. **o**–**q** Dental follicle lineage inference with Monocle analysis. **r**–**t** Feature plot of *Lhx6*, *Bmp3* and *Aldh1a2*. **u**, **v** Apical and lateral follicle inference with GeneSwitches analysis. Red arrows highlight *Aldh1a2* and *Bmp3* in **u**, **v**. Number 1 indicates the root node in the trajectory analysis.

### Cell–cell interaction between the cellular domains in the dental mesenchyme is important for lineage development in the mouse molar

To gain insights into potential signaling interactions between different cellular domains in the dental mesenchyme, we chose to analyze the dataset from P3.5 to be representative. We interrogated our data with the CellChat package^32^, which enables the prediction of ligand and receptor interactions at single-cell resolution. Multi-directional signaling interactions between the cellular domains at P3.5 are depicted in Fig. 7a, highlighting the sophisticated interactions between the dental mesenchymal cell populations. To further elucidate the interaction pattern, we analyzed the outgoing and incoming signaling patterns and the data suggested that each cellular domain serves as a source for different signaling ligands (Fig. 7b and Supplementary Fig. 10). For instance, the apical papilla and odontoblasts secrete Wnt10a, a typical canonical WNT ligand. 

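The interaction scores of the paper were not recomputed, and the transcripts of ligands behind the pathway names of its Fig. 7b were measured in the domains of P3.5. Ptn (ENSMUSG00000029838) was highest in apical papilla-like cells with 7286 CPM (95% interval, 7242 to 7329), Wnt5a (ENSMUSG00000021994) in lateral follicle-like cells with 277 CPM (95% interval, 266 to 289), and Mdk (ENSMUSG00000027239) in apical follicle-like cells with 2194 CPM (95% interval, 2145 to 2244). Angptl4 (ENSMUSG00000002289) was highest in coronal papilla-like (80.7 CPM) and lateral follicle-like cells (71.5 CPM), and Angptl1 (ENSMUSG00000033544) in apical follicle-like cells (97.8 CPM). Bmp4 (ENSMUSG00000021835) was highest in odontoblast-like cells (185 CPM). Pdgfa (ENSMUSG00000025856) and Pdgfc (ENSMUSG00000028019) reached 44.0 and 50.1 CPM in odontoblast-like cells and 11.2 and 8.22 CPM in coronal papilla-like cells. All these values compare the 6 named domains and leave the unnamed clusters aside.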

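Wnt10a (ENSMUSG00000026167, chromosome 1, 74791516 to 74804179) reached 243 CPM (95% interval, 227 to 261) in odontoblast-like and 80.9 CPM (95% interval, 76.4 to 85.6) in apical papilla-like cells of P3.5. In the other named domains it lay between 5.27 and 33.4 CPM, and the log2 ratio of both domains over the others was 3.60 (95% interval, 3.44 to 3.77). Epithelial-like cells of the same library held 176 CPM.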

Previous studies demonstrated that loss of canonical WNT signaling in the dental mesenchyme leads to a tooth root development defect^33^. The middle papilla and apical follicle serve as a source of Bmp2, and we have previously shown that disruption of BMP signaling in tooth root progenitor cells results in the absence of root formation^18^.

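Bmp2 (ENSMUSG00000027358, chromosome 2, 133552159 to 133562885) reached 404 CPM (95% interval, 393 to 414) in middle papilla-like, 287 CPM (95% interval, 269 to 306) in odontoblast-like and 195 CPM (95% interval, 180.3 to 209.9) in apical follicle-like cells of P3.5. It stood at 121 CPM in coronal papilla-like, 149.5 CPM in apical papilla-like and 47.7 CPM in lateral follicle-like cells. The log2 ratio of middle papilla-like and apical follicle-like cells together over the other named domains was 1.48 (95% interval, 1.43 to 1.53). The unnamed cluster 1 of this library had 664 CPM, the highest level of Bmp2 among its dental mesenchyme-like clusters.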

**Fig. 7:**
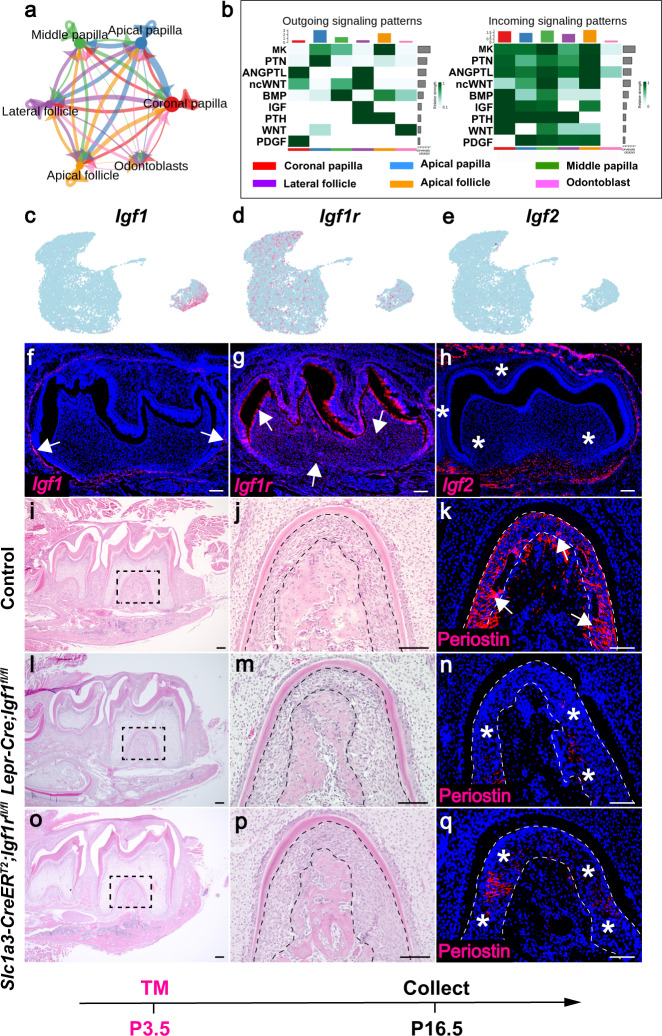
Cell–cell interaction in the dental mesenchyme is important for the lineage development of the mouse molar. **a** NetVisual_circle plot of the number of interactions between the cellular domains in the dental mesenchyme at P3.5. **b** Outgoing and incoming signaling patterns between the dental mesenchymal cell populations P3.5. **c**–**h** Feature plot and RNAscope staining of *Igf1*, *Igf1r* and *Igf2* in the mouse molar at P3.5 (*n* = 3). **i**–**q** H&E staining and immunostaining of periostin in the mouse molar in control, *Lepr-Cre;Igf1*^*fl/fl*^ and *Slc1a3-CreER*^*T2*^*;Igf1r*^*fl/fl*^ mice at P16.5 (*n* = 3). The black and white dotted lines outline the PDL in the mouse molar. The white arrows point to the positive signals and the asterisks indicate absence of the signal. Injection protocol is illustrated underneath the figures. Scale bars, 100 μm.

IGF signaling was predicted to mediate the interaction between lateral follicle cells and other cellular domains (Fig. 7b). To validate the expression pattern of IGF ligands, RNAscope in situ staining of *Igf1* and *Igf2* was conducted in the mouse molar at P3.5. 

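Igf1 (ENSMUSG00000020053, chromosome 10, 87858265 to 87937042) reached 936 CPM (95% interval, 915 to 957) in lateral follicle-like cells of P3.5 and 284 CPM (95% interval, 267 to 303) in apical follicle-like cells. In the papilla-like domains it lay between 18.3 and 43.9 CPM. The log2 ratio of the lateral follicle-like cells over all other named domains was 4.12 (95% interval, 4.06 to 4.19). Among the alternatives it moved most to 2.97 with log-normalization in place of SCTransform before clustering. Within the apical follicle-like cells, the 63 cells of cluster 14 had 1264 CPM and the 451 cells of cluster 8 had 89.5 CPM. After thinning, 69.5% of lateral follicle-like cells had an Igf1 UMI (132 cells left out), against 17.2% of endothelial-like cells (55 left out), at median depths of 6000 and 7655 UMIs. The immune-like cells had 186 CPM of Igf1.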

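Igf2 (ENSMUSG00000048583, chromosome 7, 142650766 to 142666816) stood between 1.53 CPM and 15.4 CPM (95% interval, 11.6 to 20.1) in the 6 named domains of P3.5, the highest being the apical follicle-like cells. The endothelial-like cells of the library held 2.10 CPM and the immune-like cells 1.36 CPM. After thinning, 2.17% (95% interval, 1.09% to 3.84%) of apical follicle-like and 1.69% (95% interval, 1.18% to 2.33%) of middle papilla-like cells had an Igf2 UMI, both above the 0.380% (95% interval, 0.103% to 0.969%) of immune-like cells. The shares in the other 4 domains, from 0.427% to 1.35%, had intervals that overlap that of the immune-like cells. In UMIs per cell, the log2 ratio over the endothelial-like cells was 1.13 (95% interval, 0.29 to 2.06) for lateral follicle-like cells, while its interval spans 0 for coronal papilla-like, apical papilla-like and odontoblast-like cells. The median depth was 5618 UMIs in apical follicle-like, 5913 in middle papilla-like and 7146 in immune-like cells, of which 6, 38 and 166 were left out. Papilla-like cells had 154 CPM of Igf2 at E14.5 and 378 CPM at E16.5, against 4.79 CPM at P3.5 and 3.03 CPM at P7.5. E14.5 and E16.5 were counted with another CellRanger version and gene list. At E13.5, counted like P3.5, the dental mesenchyme-like clusters had between 12.4 and 23.5 CPM. Counting and stage cannot be told apart, so low counts at P3.5 need not mean low expression.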

The data showed *Igf1* is specifically expressed in the dental follicle whereas the expression of *Igf2* is almost undetectable in the dental mesenchyme. 

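Igf1r (ENSMUSG00000005533, chromosome 7, 67952827 to 68233668) reached 227 CPM (95% interval, 219 to 235) in coronal papilla-like cells of P3.5, the highest of the 6 named domains, and 115 CPM (95% interval, 104 to 127) in odontoblast-like cells, the lowest. The middle and apical papilla-like cells stood at 194 and 139.9 CPM, and the lateral and apical follicle-like cells at 165 and 167 CPM. The log2 ratio of the highest over the lowest domain was 0.98 (95% interval, 0.83 to 1.14). The epithelial-like cells held 157 CPM and the immune-like cells 49.7 CPM.

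**Figure D5:**
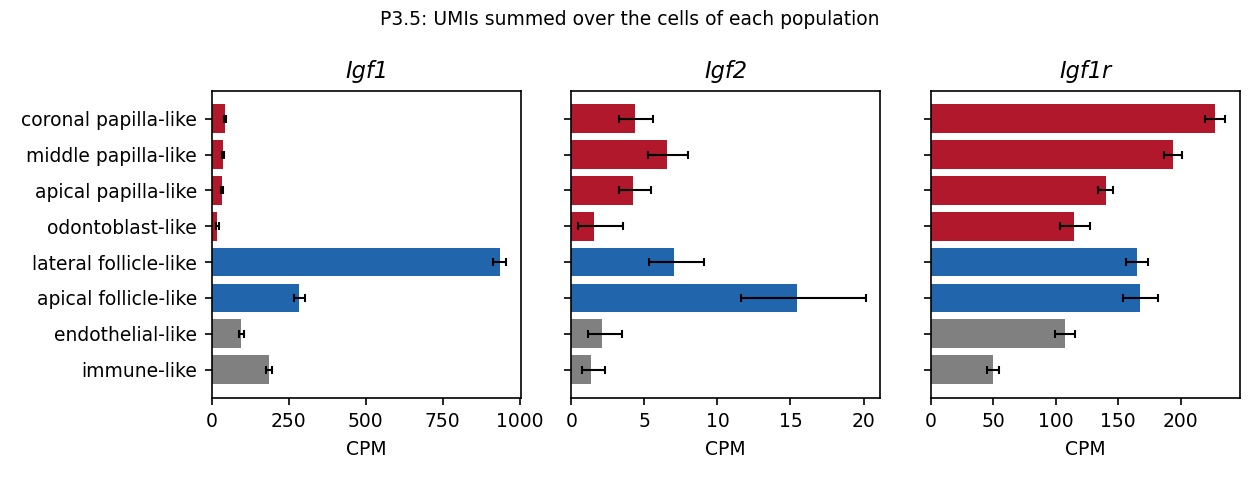
CPM of Igf1, Igf2 and Igf1r (horizontal axes, in CPM, each on its own scale) in the named domains, endothelial-like and immune-like cells of P3.5 (vertical axis), with exact Poisson 95% intervals as error bars, papilla-like domains in red, follicle-like in blue and other cell classes in grey. Igf1 stands highest in lateral follicle-like cells at 936 CPM, and Igf1r lies between 115 and 227 CPM in the 6 domains.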

*Igf1r* is widely expressed in the mouse molar, suggesting that the dental follicle serves as the source of Igf ligands to activate IGF signaling via Igf1r in the cellular domains of the dental mesenchyme (Fig. 7c–h). To test the function of IGF signaling-mediated cell-cell interaction in the dental mesenchyme, we generated *Lepr-Cre; Igf1*^*fl/fl*^ and *Slc1a3-CreER*^*T2*^*;Igf1r*^*fl/fl*^ mouse models in which *Igf1* and *Igf1r* were deleted in the lateral and apical follicle, respectively, in the mouse molar. We found that loss of either *Igf1* or *Igf1r* has no apparent impact on the root length of the mouse molar whereas the PDL area is larger in both mutants than controls at P16.5, suggesting relatively undifferentiated status of PDL in the mutants (Supplementary Fig. 11a, b). Compromised PDL differentiation in both mutant models was further confirmed by reduced expression of periostin, a marker of PDL differentiation (Fig. 7i–q), suggesting Igf1-Igf1r mediated cell-cell interaction between lateral and apical follicle domains is important for PDL development.

### Gene regulatory networks determine the lineage development in the dental mesenchyme during mouse molar morphogenesis

GRNs play key roles in controlling cell fate specification and differentiation^34^. To uncover the mechanisms that govern the lineage development in the dental mesenchyme, we applied a SCENIC workflow for identifying cell-type-specific regulons to comprehensively reconstruct the GRNs in the dental mesenchyme (Fig. 8a)^35^. We first identified cell-type-specific regulons in the dental mesenchyme at E14.5 when the dental papilla and follicle lineages segregate (Fig. 8b). We found that several transcription factor families are involved in these two distinct lineages. For example, Creb family members including Creb1, Creb3 and Creb5 are associated with the dental follicle, whereas Elf family members such as Elf1, Elf2 and Elf4 are associated with the dental papilla. 

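Regulon activity was not recomputed, and the transcripts of the factors themselves were compared between the 1589 follicle-like and 653 papilla-like cells of E14.5. Creb3 (ENSMUSG00000028466) and Creb5 (ENSMUSG00000053007) had log2 ratios of follicle over papilla of 0.15 (95% interval, -0.24 to 0.55) and 0.19 (95% interval, -0.16 to 0.55), and Creb1 (ENSMUSG00000025958) one of -0.26 (95% interval, -0.48 to -0.03). Elf2 (ENSMUSG00000037174) and Elf4 (ENSMUSG00000031103) had log2 ratios of -0.35 (95% interval, -0.55 to -0.15) and -0.48, the second with an interval that spans 0, and Elf1 (ENSMUSG00000036461) one of 0.37 (95% interval, -0.01 to 0.77). Elf4 rested on 80 UMIs in follicle-like and 51 in papilla-like cells. Of the 6 factors, Creb3, Creb5, Elf2 and Elf4 were higher in the population that the paper names. With log-normalization before clustering and at the paper's number of clusters, Creb3 and Creb5 were lower in follicle-like cells, which left Elf2 and Elf4.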

The regulons highlighted at E14.5 revealed that the predicted transcription factors (TFs) and corresponding target genes were expressed in the same cellular domain, suggesting that GRNs enriched in the dental papilla and follicle are unique and important for the cell fate determination of these populations (Supplementary Fig. 12a, b). To investigate the mechanisms that maintain the identity of dental mesenchymal cell populations in the mouse molar at E16.5, we performed regulon analysis in the dental mesenchyme at this stage (Fig. 8c). 

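Between the 1057 coronal and 371 apical papilla-like cells combined and the follicle-like cells of E16.5, the transcripts of 4 factors were compared without their regulons. Dlx2 (ENSMUSG00000023391, chromosome 2, 71543408 to 71546754) reached 113 CPM in papilla-like and 22.9 CPM in follicle-like cells, and Dlx5 (ENSMUSG00000029755, chromosome 6, 6877805 to 6882085) 202 and 50.2 CPM. Their log2 ratios of follicle over papilla were -2.30 (95% interval, -2.46 to -2.15) and -2.01 (95% interval, -2.12 to -1.90). Klf4 (ENSMUSG00000003032, chromosome 4, 55527143 to 55532466) reached 68.8 CPM in follicle-like and 29.4 CPM in papilla-like cells, a log2 ratio of 1.23 (95% interval, 1.06 to 1.39). Klf11 (ENSMUSG00000020653, chromosome 12, 24651274 to 24662789) reached 9.58 and 7.16 CPM, a log2 ratio of 0.42 (95% interval, 0.06 to 0.79). All 4 were higher in the population that the paper names.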

We found that, consistent with previous findings, several transcription factor families, such as Dlx family members Dlx2 and Dlx5, are highly enriched in the dental papilla cell populations^36^, whereas Klf family members such as Klf4 and Klf11 are highly enriched in the dental follicle populations^24,37^. GRNs revealed with co-expressed TFs and target genes suggested they are involved in regulating dental mesenchymal lineage development in the mouse molar at E16.5 (Supplementary Fig. 12c, d).

**Fig. 8:**
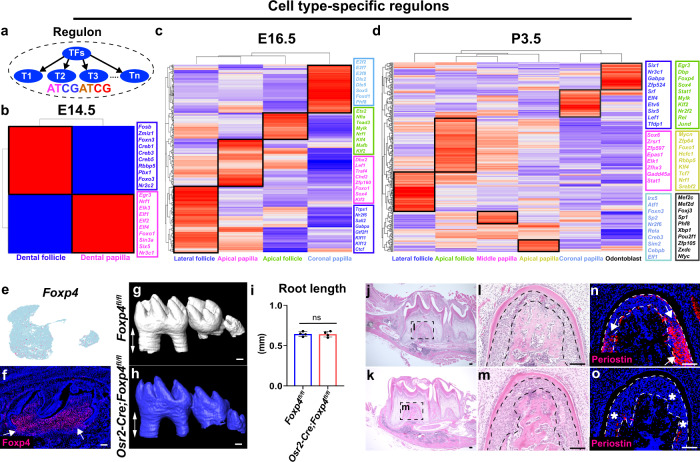
Gene regulatory networks determine dental mesenchymal lineages development during mouse molar formation. **a** Schematic drawing of a regulon, TFs, transcription factors, T, target gene. **b**–**d** Heatmap of cell type-specific regulons and selected top enriched regulons in the cell populations of the dental mesenchyme at E14.5, E16.5 and P3.5. **e**, **f** Feature plot and immunostaining of Foxp4 in the mouse molar at P3.5 (*n* = 3). **g**–**i** CT scanning and quantitative analysis of the tooth root length in *Foxp4*^*fl/fl*^ and *Osr2-Cre;Foxp4*^*fl/fl*^ molars at P16.5, ns, no significant difference. Data are presented as mean values ± SD. *n* = 4 biologically independent samples, two-tailed t test. **j**-**o** H&E staining and immunostaining of periostin in the molars of *Foxp4*^*fl/fl*^ and *Osr2-Cre;Foxp4*^*fl/fl*^ mice at P16.5 (*n* = 3). Black and white dotted lines outline the PDL in the mouse molar. The white arrows point to the positive signals and the asterisks indicate absence of the signal. Scale bars in CT images are 200 μm, in other images 100 μm.

To reveal the function of GRNs in regulating the cell lineage development during molar root formation, we conducted regulon analysis with the SCENIC pipeline on the P3.5 dataset and identified cell-type-specific regulons in the dental mesenchyme which are potentially important to maintain cellular identity and drive cellular heterogeneity in the molar mesenchyme at P3.5 (Fig. 8d and Supplementary Fig. 12e, f). In particular, FOX (forkhead box) members, such as Foxp4, Foxn3, and Foxj3, are highly enriched in the cellular domains of the mouse molar at P3.5, indicating that FOX transcription factors are widely involved in the regulation of dental mesenchymal cells at P3.5. This is consistent with the importance of the FOX transcription factor superfamily in both tissue development and homeostasis^38^.

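At P3.5, the transcripts of Foxn3 (ENSMUSG00000033713) stood at 104 CPM (95% interval, 98.6 to 110.4) in follicle-like and 138 CPM (95% interval, 135 to 142) in papilla-like cells, and those of Foxj3 (ENSMUSG00000032998) at 17.5 and 16.4 CPM. Across all cells of the library, Foxn3 stood at 118 CPM, Foxj3 at 16.2 CPM and Foxp4 (ENSMUSG00000023991, chromosome 17, 47867133 to 47924645) at 8.75 CPM, and in the epithelial-like cells the 3 genes stood at 132, 18.2 and 7.98 CPM. Their regulon scores were not recomputed.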

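Foxp4 reached 17.0 CPM (95% interval, 14.8 to 19.6) from 200 UMIs in the 1680 follicle-like and 7.21 CPM (95% interval, 6.45 to 8.03) from 331 UMIs in the papilla-like cells of P3.5, a log2 ratio of follicle over papilla of 1.24 (95% interval, 0.98 to 1.50). By domain, Foxp4 was highest in apical follicle-like cells, at 18.3 CPM. After thinning, 3.76% (95% interval, 2.87% to 4.84%) of follicle-like and 1.32% (95% interval, 1.06% to 1.63%) of papilla-like cells had a Foxp4 UMI, against 0.569% (95% interval, 0.209% to 1.23%) of immune-like cells, at median depths of 5852, 5948 and 7146 UMIs. The log2 ratio of papilla-like over immune-like cells was 1.22 (95% interval, 0.03 to 2.70) for these shares and 0.59 (95% interval, 0.14 to 1.07) in CPM, and in UMIs per cell, at 0.39 (95% interval, -0.06 to 0.87), its interval spans 0. The thinning left out 138, 332 and 166 cells in that order.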

Consistent with marker analysis, Foxp4 is expressed in both the dental papilla and follicle of the molar at P3.5 (Fig. 8e, f). To validate the function of Foxp4 in tooth development, we generated *Osr2-Cre;Foxp4*^*fl/fl*^ mice with deletion of *Foxp4* in the dental mesenchyme. We discovered that although there was no significant difference in the tooth root length between the molars of control and *Osr2-Cre;Foxp4*^*fl/fl*^ mice (Fig. 8g–i), larger PDL area and reduced periostin expression was observed largely in the root furcation region in the *Osr2-Cre;Foxp4*^*fl/fl*^ mice (Fig. 8j–o and Supplementary Fig. 11c), suggesting Foxp4 is required for PDL differentiation during tooth root development, and that GRNs reconstructed in the dental mesenchyme have important function in determining the lineage development during mouse molar morphogenesis.

## Discussion

CNCCs undergo further lineage development after they arrive at their final destinations in different regions of the craniofacial complex. In this study, using the mouse molar as a model, we defined the cellular domains in the dental mesenchyme after postmigratory CNCCs commit to the dental fate and established the transcriptional landscape of these postmigratory CNCCs at single-cell resolution. We show that distinct cellular domains uniquely contribute to tooth development under the control of different transcription factors, highlighting the synchronization of cellular and molecular regulation of lineage development within each domain in the dental mesenchyme. We reveal that cell-cell interaction within the dental mesenchyme is crucial to the development of certain lineages, which highlights the importance of autonomous regulation of postmigratory CNCCs (Fig. 9). Thus, the spatiotemporal data shown in this study serves as an important resource for the study of postmigratory CNCC development and the disorders that result from disruption to this process.

**Fig. 9:**
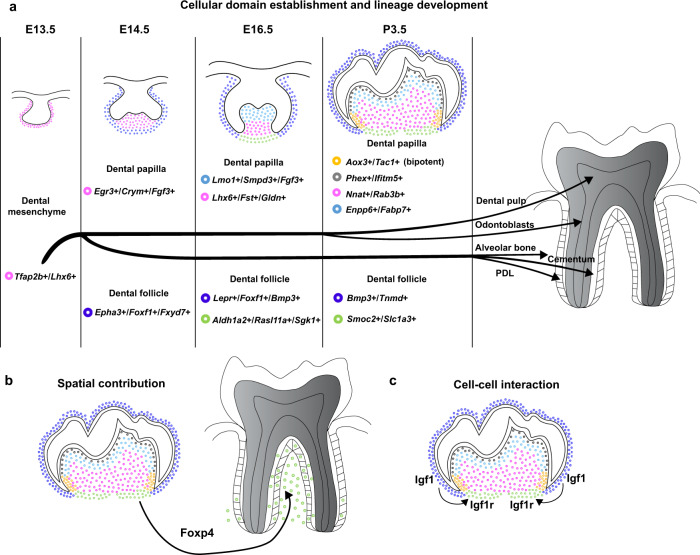
Schematic representation of cell fate decisions in the dental mesenchyme during mouse molar formation. **a** Landscape of cellular domain establishment and lineage development in the dental mesenchyme during mouse molar morphogenesis. **b** Apical follicle largely gives rise to periodontal tissue in the furcation region of the mouse molar, which is partially regulated by Foxp4. **c** Igf1-Igf1r signaling mediated cell-cell interaction is indispensable for PDL development.

CNCCs receive tremendous interest in the field of developmental biology due to their critical role in building the vertebrate face. Compared to the trunk neural crest, CNCCs have unique features that enable them to give rise to bones and teeth in the craniofacial complex. Several recent studies have investigated the development of cranial bones and sutures as well as the underlying meninges at the single-cell level^39–41^ and the data clearly depict the organization of the cellular domains in these cranial crest derived structures, highlighting the progressive establishment of cellular domains by postmigratory CNCCs. CNCCs migrate into the first pharyngeal arch and establish four patterning domains in the mandible along the proximal-distal and oral-aboral axes^42^. Our previous study has identified the cellular heterogeneity within the patterning domains of the mandible and has demonstrated that the cells residing in the proximal domain are progenitors that give rise to major lineages in the mandible, highlighting a spatiotemporal sequence of fate decisions during postmigratory CNCC lineage development^7^.

Postmigratory CNCCs undergo cell fate restrictions and ultimately commit to the dental fate after they arrive in the oral domain of the first pharyngeal arch. In this study, we have also uncovered the gradual establishment of the cellular domains in the dental mesenchyme. Our data suggest that the cell populations at E13.5 are relatively homogenous and they maintain multipotency necessary to establish different lineages at later stages. The segregation of dental mesenchymal cells into dental papilla and dental follicle lineages started at E14.5, a first sign of lineage diversification in the dental mesenchyme during molar development. We show numerous different transcription factors enriched in the dental papilla and follicle, and the key determinant for the cell fate choice between these two lineages still needs to be further investigated in the future. Interestingly, the dental follicle cells establish two distinct cellular domains from E16.5, a reflection of different functional deployment in these two cell populations. Indeed, the lineage tracing data from Slc1a3+ cells indicates that the apical follicle domain largely contributes to the periodontal tissue formation in the furcation region of the mouse molar, suggesting that the apical follicle domain governs the lineage development in the root furcation region. Nonetheless, the exact functional difference between these two follicle cellular domains remains to be elucidated in the future.

The cell populations in the dental mesenchyme keep evolving until P3.5, by which time the growth of the tooth root initiates, suggesting that forming the tooth root is more demanding in terms of functional requirements from complex cell populations than forming the crown. However, the mechanisms that maintain the boundaries between different cellular domains in the dental mesenchyme still need to be further explored in the future. Consistent with our findings, the progenitor cells in the dental mesenchyme that contribute to tooth root formation have been shown to be highly heterogeneous^43,44^. Interestingly, we have discovered that apical papilla cells are a uniquely bipotent population that gives rise to both dental pulp and odontoblast lineages at P3.5, providing more comprehensive understanding about the dental papilla lineages beyond what has been previously reported^19^. Collectively, our results reveal that the lineages in the dental mesenchyme are progressively diversified and determined after the commitment of postmigratory CNCCs to the odontogenic fate. The dental mesenchyme in the mouse molar thus provides an excellent model in which to study the lineage development of postmigratory CNCCs.

The development and differentiation of CNCCs are controlled via complex GRNs, comprising transcription factors, cis regulatory elements and epigenetic modifiers^45^. Numerous studies have identified the GRNs in premigratory and migratory CNCCs, expanding our knowledge of the mechanisms that control CNCC development at early stages^46^. Simoes-Costa et al. revealed a cranial neural crest-specific transcriptional circuit which includes Sox8, Tfap2b and Ets1, and found that this circuit not only determines the chondrogenic fate of CNCCs but can also reprogram trunk neural crest cells into craniofacial cartilage, highlighting the power of this GRN to alter cell identity in the neural crest^47^. Early CNCCs maintain patterning plasticity and also respond to local cues to induce positionally specific transcriptional programs. These distinct transcriptional programs are selectively activated in specific CNCCs but silenced in others. A recent study has shown that positional genes of CNCCs depend on bivalent poised chromatin organization and have accessible H3K27me3/H3K4me2 bivalent distal regulatory elements^48^. The differentiation of CNCCs into distinct derivatives is mediated by gene regulatory programs that compartmentalize these cells into different territories, each with a specific and unique regulatory state. Attanosio et al. have identified the active enhancers in the craniofacial skeleton and their different domains of activity, and showed that craniofacial malformations can arise from deletion of combined enhancer activity^49^.

GRNs in the enamel knot of the dental epithelium have been shown to be important for tooth development and patterning. For instance, disruption of Eda signaling leads to a reduced number of cusps and disorganized tooth patterning^50^. In this study, we have identified GRNs in the dental mesenchyme across mouse molar development for the first time. Numerous regulons identified in this study, such as DLX family members Dlx1, Dlx3 and Dlx5, have been shown to play pivotal roles in tooth development. GRNs have also been proposed to be key coordinators during tooth evolution^51^. FOX family genes are also broadly distributed in the identified regulon dataset. FOX transcription factors are evolutionarily conserved across species^52^ and they are important for regulating a wide variety of biological functions both during development and in adult organisms. Mutations of FOX genes can have profound effects, seen in human diseases such as Rieger syndrome and lymphedema–distichiasis syndrome^53^. The Foxp family, which is composed of Foxp1, Foxp2, Fxop3 and Foxp4, is also involved in diverse biological processes including development, immune disorders and cancer progression^54^. For example, loss of Foxp1/Foxp2/Foxp4 can lead to disturbed bone and cartilage formation^55^. In this study, we found that Foxp4 is expressed in the dental mesenchyme and is required for the PDL differentiation largely in the root furcation region, highlighting the lineage-specific requirement for root development.

The interaction between different NCC lineages is known to be important for NCC development and is implicated in related diseases^56^. Tissue-tissue interactions between dental mesenchyme and epithelium play a key role in guiding the entire tooth developmental process. However, the cell-cell interaction within the dental mesenchymal linages is poorly understood. The cell-cell interaction network revealed in this study suggests that cell-autonomous regulation within the dental mesenchyme is also important for tooth development. The single-cell atlas established in this study provides a valuable resource for understanding the development of CNCC-derived dental mesenchymal lineages during tooth development. The cellular heterogeneity and domains identified in the dental mesenchyme enable the mouse molar to serve as an excellent model to investigate the lineage development and cell fate decisions of postmigratory CNCCs. The mechanisms uncovered in this study may also have important implications for other CNCC-derived tissues, organs and related diseases.

## Methods

### Animal studies

*Igf1*^*flox/flox*^, *Igf1r*^*flox/flox*^, *Lepr-Cre*, *Lhx6–CreER*^*T2*^, *Rosa2* <*fstdTomat*>, and *Slc1a3-CreER*^*T2*^ mouse strains were purchased from Jackson Laboratory. *Pthrp-CreER*^*T2*^ mouse line was generously shared by Dr. Wanida Ono^17^. *Foxp4*^*flox/flox*^ mouse strain was shared by Dr. Edward Morrisey, University of Pennsylvania^57^. *Osr2-Cre* mouse line was shared by Dr. Rulang Jiang, Cincinnati Children’s Hospital Medical Center^58^. *Fgf3-CreER*^*T2*^ mouse line was generously shared by Dr. Hu Zhao, Chinese Institute for Brain Research. A *Pax9-CreER*^*T2*^ mouse line was generated for this study. Pax9 sgRNA (TCTGATGGGAGCGTCCACTCCGG) was designed to target the 3’ end of Pax9, 34 bp downstream of the target site for the previously generated *Pax9-CreER* mouse^23^. This *Pax9-CreER*^*T2*^ mouse line was generated and genotyped as previously described^23^, except that 20 ng/μl Cas9 Nuclease v3 and Pax9 sgRNA (0.61pmol/μl crRNA+ 0.61pmol/μl trancrRNA) were used in the injection mix. One male founder mouse was generated for breeding. The tdT reporter mouse line was mated with the *Pax9-CreER*^*T2*^ line to validate whether the CreER^T2^ activity is comparable to endogenous Pax9 expression. The reagents used for the generation of this *Pax9-CreER*^*T2*^ line were as below: Alt-R^TM^ S.p. HiFi Cas9 Nuclease v3 (1081060, Integrated DNA Technologies IDT), Alt-R® CRISPR-Cas9 tracrRNA (0000531479, Integrated DNA Technologies IDT) and crRNA (283557335, Integrated DNA Technologies IDT*). Pax9-CreER*^*T2*^ mouse line will be shared upon request through the corresponding author. All mouse procedures were approved by the Department of Animal Resources and Institutional Animal Care and Use Committee of the University of Southern California (protocol 20299).

All mice were housed under specific-pathogen-free (SPF) conditions in a 12 h light/12 h dark cycle, 18–23 °C and 40–60% humidity. Individuals were identified via ear tags and analyzed in a mixed background. Genotyping was performed as follows: tail biopsies were lysed by incubating at 55 °C overnight in DirectPCR tail solution (Viagen 102T) and heat-inactivated for 30 min at 85 °C for PCR-based genotyping (GoTaq Green MasterMix, Promega, and C1000 Touch Cycler, Bio-rad). Mice were euthanized by CO_2_ overdose followed by cervical dislocation. All mice were used for analysis regardless of sex. To activate CreER^T2^, tamoxifen (Sigma-Aldrich) dissolved in corn oil (Sigma-Aldrich, 20 mg/ml) was injected intraperitoneally (200 mg/kg).

### MicroCT analysis

Imaging was performed on a SCANCO μCT50 device at the University of Southern California Molecular Imaging Center with the X-ray source at 70 kVp and 114 μA. The resolution of images was 10 μm. Images were reconstructed in 3D using AVIZO 7.1 (Visualization Sciences Group).

### Immunostaining and RNAscope in situ hybridization

Mouse mandibles were dissected and fixed in 4% PFA (VWR) overnight. After decalcification in 10% EDTA (Sigma-Aldrich) for 4 weeks, samples were incubated in 15% sucrose (VWR) for 2 h followed by 30% sucrose overnight, then embedded in OCT (VWR). Frozen tissue blocks were sectioned at 10 μm on a cryostat (Leica) and mounted on SuperFrost Plus slides (Thermo Fisher Scientific). The tissue sections were blocked for 1 h at room temperature in blocking solution (Vector Laboratories). Sections were then incubated with Rabbit anti-Foxp4 (1:200, HPA007176, MilliporeSigma), Rabbit anti-Periostin (1:100, ab14041, Abcam) and Rabbit anti-Ki67 (1:100, ab15580, Abcam) antibodies diluted in blocking solution at 4 °C overnight. Sections were washed three times with PBS (Thermo Fisher Scientific) prior to incubation with Goat anti-Rabbit secondary antibodies (1:200, A-11011, Thermo Fisher Scientific) in blocking solution at room temperature for 1 h. DAPI (Thermo Fisher Scientific) stained the nuclei. Images were acquired using a Keyence microscope (Carl Zeiss). Non-immune immunoglobulins of the same isotype as the primary antibodies were used as negative controls.

ISH was performed using an RNAscope Multiplex Fluorescent Assay (Advanced Cell Diagnostics). Briefly, tissues were fixed in 4% PFA overnight at room temperature before cryosectioning to 10 μm thickness. Target retrieval was performed on the sections for 5 min at 95–100 °C, followed by protease (Advanced Cell Diagnostics) treatment for 7 min at 40 °C. Probes (Advanced Cell Diagnostics) were then hybridized for 2 h at 40 °C followed by RNAscope amplification reagents provided in RNAscope Multiplex Fluorescent Reagent Kit v2 (Advanced Cell Diagnostics). The signal was detected by TSA Plus Cyanine 3 (PerkinElmer).

### EdU incorporation and staining

Mouse pups at P3.5 were injected intraperitoneally with EdU (Thermo Fisher Scientific, 10 μg/g body weight) before being euthanized. Mandibles were then fixed and decalcified as described above. Click-iT plus EdU cell proliferation kit (Thermo Fisher Scientific, C10637) was used to detect EdU according to the manufacturer’s instructions.

### ImageJ analysis

ImageJ was used to determine the tooth root length and PDL area. Images of the controls and mutants were first converted to 8-bit binary. The root length and PDL area were then calculated by the Analyze function.

### Statistics and reproducibility

GraphPad Prism 9 was used to perform all statistical analyses and the data are presented as mean ± standard deviation unless otherwise stated. Two-tailed Student’s *t* test or one-way ANOVA were used for comparisons, with *P* < 0.05 considered statistically significant. All immunostaining, RNAscope staining and lineage tracing experiments were performed with at least three experimental replicates.

### Single-cell RNA sequencing

#### Isolation of cells and sequencing

Single-cell transcriptomes were obtained from the digestion of the tooth and its surrounding tissue at different stages (E13.5, E14.5, E16.5, P3.5, and P7.5). In brief, the tooth and its surrounding tissue were placed in 4 mg/ml Dispase (Roche) and 2 mg/ml Collagenase I (Gibco) on a thermomixer (Eppendorf) at 37 °C for 15 to 30 min depending on the stage of the sample to release cells from the tissue. All our samples had more than 70% viable cells. For each sample, we targeted 20,000 cells for scRNA sequencing. The numbers of actually sequenced cells were 21,416 cells for E13.5, 26,461 cells for E14.5, 29,766 cells for E16.5, 19,134 cells for P3.5, and 15,462 cells for P7.5. On average, we had a sequencing depth of 80,000 read pairs per cell. At each stage, we used two biological replicates for sequencing analysis. Quality control, mapping, and count table assembly of the library were performed using the CellRanger pipeline version 3.1.0.

#### Identifying variable genes and dimensionality reduction

Raw read counts from the cells at each stage were analyzed using the Seurat 4.0R package^59^. Low gene expression cells were filtered out following standard Seurat object generation. Poor-quality cells with less than 200 genes and mitochondrial gene percentages >50 were removed. Sctransform was applied for normalization and cell cycle regression. RunPCA and RunUMAP were performed for dimensionality reduction and final visualization of the clustering.

#### Subcluster analysis

Subcluster analysis was performed to investigate the heterogeneity within the dental mesenchymal populations. Published markers for the dental mesenchyme identified the dental mesenchymal cell populations in the mouse molar.

#### Integrative analysis of samples at different stages

Seurat 4 was used to combine the single-cell data from five stages and perform integration analysis. The PrepSCTIntegration function was performed before identifying anchors with the function FindIntegrationAnchors. Seurat objects were then returned by passing these anchors to the IntegrateData function. RunPCA and RunUMAP visualization were used for downstream analysis and visualization.

#### Monocle trajectory analysis

We used Monocle 3 to generate the pseudotime trajectory across the dental mesenchymal cells. The cells were input to Monocle to infer cluster and lineage relationships within a given cell type. UMAP embeddings and cell subclusters generated from Seurat were converted to a cell_data_set object using SeuratWrappers (v.0.1.0) and then trajectory graph learning and pseudotime measurement were performed through reversed graph embedding. The estimation of the root node of the trajectory was based on the early dental mesenchyme marker Tfap2b.

#### GeneSwitches analysis

Following Monocle trajectory analysis, pseudo-times were subsetted using choose_graph_segments() and expression plots were generated using plot_cells(). Analysis of the genes switching on and off in pseudo-time was performed using the GeneSwitches package.

#### Velocity analysis

Python-based Velocyto command-line tool and Velocyto R package were used as instructed for RNA velocity analysis. Velocyto calculated the single-cell trajectory/directionality using spliced and unspliced reads. From loom files generated by the command-line tool, we extracted the dental papilla cells in R to perform the Velocity analysis using the SeuratWrappers package. RNA velocity was estimated using a gene-relative model with kNN cell pooling (*k* = 25). RNA velocity was visualized on the UMAP embedding with the parameter n = 200. scVelo was used to perform Velocity analysis of integrative datasets combining different stages.

#### Gene regulatory network inference

To better understand the transcription factors activating gene expression in the dental mesenchymal cells, we utilized the R package SCENIC, which is a computational method to detect gene regulatory networks. The network activity was analyzed in the dental mesenchymal cells to identify recurrent cellular states. Transcription factors were identified using GENIE3 and compiled into regulons, then subjected to cis-regulatory motif analysis. Regulon activity was then scored using AUCell.

#### Ligand–receptor interaction analysis

CellChat was performed to identify the potential ligand-receptor interactions in the dental mesenchymal cells. To infer potential cell–cell communication networks, we followed the standard workflow, imported the Seurat object as the input into CellChat and used preprocessing functions identifyOverExpressedGenes, identifyOverExpressedInteractions and projectData with standard parameters set. We then ran the core functions computeCommunProb, computeCommunProbPathway and aggregateNet with standard parameters. Finally, the functions netVisual_circle, netVisual_bubble, netAnalysis_signalingRole_heatmap and netAnalysis_signalingRole_network were applied to the network to determine the senders and receivers.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All single-cell RNA-seq datasets are available through the GEO database under accession code “GSE189381” and FaceBase data repository (Record ID A-QVNG, 10.25550/A-QVNG). All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source data

How the deposited data were processed for this re-analysis (not part of the article)

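The values come from 5 droplet-based libraries of the 10x Genomics type, 1 for each of 3 embryonic and 2 postnatal stages of the mouse molar with the tissue around it. The authors mapped the reads and counted them with CellRanger, and deposited for each library the count of UMIs per gene and cell barcode, without normalization, as whole numbers with a different total for each cell. The deposited matrices name CellRanger 3.0.2 at E13.5, P3.5 and P7.5 and 4.0.0 at E14.5 and E16.5, and the paper's Methods version 3.1.0, so the counting differed between stages. The paper's text names neither the genome build nor the annotation. Gene positions are from GENCODE M21 on GRCm38, matched by Ensembl identifier. The gene lists hold 31053 genes at E13.5, P3.5 and P7.5 and 32285 genes at E14.5 and E16.5, and comparisons of levels between the 5 stages used CPM over the 30406 genes that all lists share. The paper states 2 biological replicates per stage, but all barcodes of a library carry the same suffix and the labels name no animals. The replicates could therefore not be told apart, each library was treated as 1 sample, and no test between stages or between populations was made.

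Barcodes with at least 200 detected genes and at most 50% mitochondrial UMIs were kept, the filter of the paper's Methods. The kept cells carried 121632779 UMIs at E13.5, 156327887 at E14.5, 184687804 at E16.5, 119834384 at P3.5 and 86335234 at P7.5. The median UMIs per cell were 4964, 5001, 4923, 5473 and 4280 in the same order. Cells with fewer than 2000 UMIs numbered 5651, 5558, 9983, 3540 and 3835.

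Clustering was done in R 4.3.3 with Seurat 5.3.0 and sctransform 0.4.2. Each round used SCTransform (v1 flavor, fitted on at most 5000 cells, 3000 variable features) with the S and G2M scores regressed out, 30 principal components and Louvain clustering at a resolution of 0.8. A first round over all cells gave the cell classes, another over the mesenchymal cells the mesenchymal classes, and a last round over the dental mesenchyme-like cells the domains, with the marker genes of the paper's text left out of the features in the last round. Clusters were also found at the lowest resolution, in steps of 0.005, that gave the number of populations in the paper (2 at E14.5, 4 at E16.5 and 6 at P3.5 and P7.5).

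The marker genes of each class, the genes to be named in the text and the results to be computed were fixed before the data were examined. The markers of the domains were read from the paper's figures and text, which rest on these same libraries. The genes to be named were all those that the paper's text names for a population of these libraries, ligands behind the pathway names of its Fig. 7b, 5 sex-linked genes, and the leading genes of any unnamed cluster that is described. The scoring rule and its thresholds, and the step of the resolution scan, were set after the clusters and their marker values had been seen. The score of a cluster is the log2 fold of a marker's CPM over the other cells of that round, with 20 CPM added on both sides. A cell class needed a mean log2 fold of at least 1 with at least 3 markers above a 2-fold difference, and mesenchymal clusters a mean log2 fold of at least 0.75 over the clusters of other classes or at least 3 skeletal markers above 2-fold. Skeletal and dermal classes needed at least 3 markers at 2-fold or more. At the embryonic stages, dental mesenchyme-like clusters needed Tfap2b at 2-fold or more, or 3 markers of a domain, and a positive mean over their markers. At the postnatal stages they needed at least 3 markers with a UMI in at least 5% of cells. At both, their 3 leading markers had to exceed those of the skeletal and dermal classes. A domain took the name with the highest positive mean. A name was withdrawn where fewer than 3 of its markers had a UMI in at least 5% of the cells, where the 10 leading genes held more markers of another class, or where the median depth was below the library's by more than 3-fold and no marker was among the leading genes. Papilla-like cells comprise all papilla-like domains and the odontoblast-like cells, and follicle-like cells both follicle-like domains. No cluster of P7.5 was apical papilla-like.

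Levels and intervals were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. A CPM is the UMIs of a gene summed over a population, per 1000000 UMIs of that population, with an exact Poisson interval. Ratios between populations have exact conditional binomial intervals and shares of cells exact Clopper-Pearson intervals, all at 95%, and they leave out the variation between animals. Where a count was 0, 3 counts were taken as the limit. Shares of cells with a UMI were computed after thinning each cell to 2000 UMIs (seed 1) and set beside the share in immune-like cells, or in endothelial-like cells for Igf1. For the number of clusters at equal depth, 458 dental mesenchyme-like cells per stage were drawn 5 times, thinned and clustered in the same way. Profiles of domains at P3.5 and P7.5 were compared by Spearman correlation of log2 CPM across genes with at least 10 CPM, naming markers left out. Pseudotime, velocity, regulon and cell interaction analyses of the paper were not repeated.

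The interval of a ratio was tested on simulated data, with counts drawn at the depth of the follicle-like and papilla-like cells of P3.5 for 8446 genes of which 200 were changed 2-fold. It covered the true value for 95% of the changed and 95.5% of the unchanged genes. All changed genes had an interval on the right side of 0, and 6.09% of the unchanged genes had an interval that left out 0. In profiles of P3.5 redrawn at the depth of P7.5 with 200 genes changed, 5 of 5 domains had their highest correlation with the domain they were drawn from. Each redrawn profile was compared with its own source, so this outcome was nearly fixed and does not test the match of the real P7.5 domains. The simulated counts vary by counting alone, without variation between cells or error in the clusters, so the coverage holds for counting error only.

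As alternatives, clusters were found after log-normalization, without cell cycle regression, with at most 10% mitochondrial UMIs, after removal of the cells that Scrublet (scanpy 1.11.5) called doublets, with the marker genes of the paper's text kept among the features, and at the paper's number of clusters. The called doublets numbered 2056, 2972, 1630, 1157 and 836 in the order of the stages. All results except the cells passing the filter, the number of clusters at equal depth and the shares of cells with a UMI were also computed over the cells with Xist UMIs and no Y-linked UMIs and over the cells with UMIs of Ddx3y, Eif2s3y, Kdm5d or Uty and no Xist UMIs, with the clusters of all cells. The same alternatives were applied to the ratios of Mki67 and Sgk1 between follicle-like and papilla-like cells of P3.5 and P7.5, which were chosen after seeing the data. An alternative by barcode suffix was not run, since each library has 1 suffix.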

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

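The clustering without sex-linked features, the ratios of Sgk1 and Mki67 without the apical papilla-like cells of P3.5 and the alternative settings for both genes were tests chosen only after the result was seen.

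Among the dental mesenchyme-like cells, cluster 7 of P3.5 (709 cells) and cluster 5 of P7.5 (501 cells) were led by Xist, a gene outside those that the paper discusses, which is why they were looked at more closely. Of their cells with UMIs either of Xist or of a Y-linked gene, but not of both, 100% had Xist at P3.5 (663 cells) and 100% at P7.5 (467 cells). The other clusters held between 12.4% and 62.5% at P3.5 and between 16.2% and 43.4% at P7.5. Both clusters were middle papilla-like and had Nnat among their leading genes. With Xist, Tsix and the Y-linked genes left out of the clustering features, 0 clusters had Xist among their 10 leading genes. In clusters of at least 100 cells the share with Xist then lay between 31.7% and 58.7% at P3.5 and between 25.0% and 43.8% at P7.5. This is consistent with sex-linked genes among the clustering features as the source of the split, a hypothesis found and tested on the same cells. The sex of the animals is not among the labels, and no biological explanation was tested.

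Among the named genes that gave no domain its name, Sgk1 and Mki67 drew attention because their ratios of follicle-like over papilla-like cells lay on opposite sides of 0 at the 2 postnatal stages. For Sgk1 the log2 ratio was -0.22 (95% interval, -0.40 to -0.04) at P3.5 and 0.62 (95% interval, 0.43 to 0.81) at P7.5. For Mki67 it was -0.26 (95% interval, -0.38 to -0.13) at P3.5 and 1.47 (95% interval, 1.25 to 1.70) at P7.5. The difference between the stages was not tested, since each stage is 1 library. No cluster of P7.5 was apical papilla-like, so the papilla-like cells of the 2 stages differ in their make-up. They also differ in dental mesenchyme-like clusters with Fst and Nbl1 among their leading genes. Cluster 1 of P3.5 (1385 cells) stayed unnamed, whereas cluster 1 of P7.5 (894 cells) was middle papilla-like. The effect of this naming was not tested. With the Crabp1-led mesenchymal clusters 3 and 5 added to the papilla-like cells of P7.5, the ratio of Sgk1 was 0.76, and in the 3 alternatives that had apical papilla-like cells at P7.5 it lay between 0.54 and 0.73, which argues against the missing domain as the cause for Sgk1. At P3.5 the interval of Sgk1 spans 0 without cell cycle regression, at -0.10 (-0.25 to 0.04), and over the cells with Y-linked UMIs only, at -0.05 (-0.31 to 0.20). Without the apical papilla-like cells of P3.5, the ratio there was -0.42 (95% interval, -0.60 to -0.24) for Sgk1, still below 0, and 1.32 (95% interval, 1.17 to 1.48) for Mki67, whose interval overlaps that of P7.5. For Mki67 the opposite signs therefore rest on the apical papilla-like cells of P3.5. With clusters 3 and 5 added at P7.5, the ratio of Mki67 was 0.28 (95% interval, 0.09 to 0.47). In the alternatives with apical papilla-like cells at P7.5 it was 1.48 with log-normalization, 1.37 with at most 10% mitochondrial UMIs and 0.09 (-0.09 to 0.27) without cell cycle regression. Whether these cells lack a name at P7.5 or differ in Mki67 between the stages cannot be told apart, because the alternatives that name them at P7.5 give different ratios. The age of the animals, library preparation and depth differ between the stages together and stay open as untested explanations for both genes. So does the unlike naming of the clusters with Fst and Nbl1.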

How the results depend on the processing

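The alternatives for the ratios of Mki67 and Sgk1 between follicle-like and papilla-like cells were chosen only after the result was seen.

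Results were recomputed under the alternatives that apply to them, 1 choice at a time. None has a test with a threshold, so a value was set against the 95% interval of the reported one, and a count against a margin around it. The margin for counts was wide. The 10533 cells kept at P7.5 with at most 10% mitochondrial UMIs lay within it, beside the 15411 reported. Of 188 values for the results of the comparisons, 129 stayed within it, 58 moved outside and 1, with a reported interval that excludes 0, changed sign. Among the values for single genes and shares of cells, 94 stayed within it, 50 moved outside and 1, with a reported interval that excludes 0, changed sign. Ratios whose reported interval spans 0, such as those of Fxyd7, Creb3 and Creb5, were not counted as changing sign, although these 3 did so in several alternatives. All ratios of the comparisons kept their direction in the alternatives that gave a value, except Fgf3.

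The E16.5 factors were higher in the population that the paper names for 4 of 4 genes in all 8 alternatives, and 3 of the 6 genes of the stage series were higher at P7.5 than at E13.5 in all 8. The groups of marker genes that peaked in 1 cluster numbered 12 of 18 as reported and between 9 and 13 over the alternatives. The markers in their own domain numbered between 4 and 6 of 6 at P3.5.

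With log-normalization in place of SCTransform, the values were the E13.5 dental mesenchyme-like share 2.78%, the E14.5 follicle marker median 1.90, Fgf3 0.65, Igf1 2.97, Igf1r 0.58, Pthlh 2.57, Wnt10a 2.73, Bmp2 1.64 and the E14.5 factors in the population the paper names 2 of 6. Without cell cycle regression, the values were the E13.5 dental mesenchyme-like share 2.95%, the E14.5 papilla marker median 5.30, the E14.5 follicle marker median 1.50, Mki67 5.48, Fgf3 0.55, Igf1 4.03, Igf1r 0.57, Pthlh 2.40, Bmp2 1.85, Foxp4 0.95 and the median number of E13.5 clusters at equal depth 4. With at most 10% mitochondrial UMIs, the values were the E13.5 dental mesenchyme-like share 2.70%, the E14.5 papilla marker median 4.41, the P7.5 markers in their own domain 3 of 6, Igf1 4.67, the highest Igf2 level 9.72 CPM, Igf1r 0.71, Pthlh 2.70 and Wnt10a 3.82. With the called doublets left out, the values were the E14.5 follicle marker median 0.75, Mki67 2.60, Igf1 4.34, Pthlh 3.07, Wnt10a 3.36 and Bmp2 1.42.

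With the paper's marker genes kept among the features, the values were Fgf3 0.81, Igf1 4.42, Igf1r 0.60, Pthlh 2.54, Wnt10a 2.86 and Bmp2 1.95. At the paper's number of clusters, the values were the E14.5 follicle marker median 1.92, the E16.5 markers in their own domain 5 of 12, Igf1 4.47, the highest Igf2 level 9.25 CPM, Pthlh 2.51, Foxp4 0.81 and the E14.5 factors in the population the paper names 2 of 6. Over the cells with Xist UMIs only, the values were the E13.5 dental mesenchyme-like share 2.49%, the E14.5 follicle marker median 0.93, Fgf3 -0.10 (-0.50 to 0.29), Igf1 4.39, Wnt10a 4.25 and Bmp2 1.94. Over the cells with Y-linked UMIs only, the values were the E13.5 dental mesenchyme-like share 3.25%, the E14.5 papilla marker median 5.39, Mki67 2.98, Fgf3 0.38, Pthlh 3.06 and Bmp2 1.22. Values named by a gene alone are log2 ratios at P3.5. The Mki67 ratio of follicle-like over papilla-like cells at P3.5 changed sign at the paper's number of clusters, at 0.0899 (95% interval, -0.05 to 0.22). The cause was not tested.

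At the paper's number of clusters, no ratio was obtained for Mki67 and Fgf3 in apical papilla-like cells, Wnt10a, Bmp2 or Rasl11a, and with at most 10% mitochondrial UMIs none for Bmp2, since a domain in the ratio had no cluster. The number of clusters at equal depth was not recomputed at the paper's number of clusters or by sex-linked UMIs, since these choices fix its outcome or the number of cells. In each alternative the number of cells drawn was that of its own E13.5 cells with at least 2000 UMIs, so it is equal between stages but not between alternatives. The alternative by barcode suffix was not run because each library has 1 suffix, and with 1 library per stage no replicate was left out.

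Depth limits what a share of cells can show. After thinning to 2000 UMIs per cell, the share of dental mesenchyme-like cells with a Tfap2b UMI at E13.5 was 51.7%, against 82.5% before. For Foxp4 in the dental mesenchyme-like cells of P3.5 the shares were 2.16% and 6.57%.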

Differences from the paper's values

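None of the alternatives named in this part was chosen only after the result was seen.

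The number of cells kept with the reported filter equals the paper's at E16.5 and is slightly below it at the other 4 stages. The differences that follow concern statements about genes and populations.

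The paper gives 3 marker genes of the follicle at E14.5, and 2 of these 3 were higher in follicle-like cells. Fxyd7 was not, with a log2 ratio of follicle over papilla of -0.07 (-0.29 to 0.16). The paper's direction was reached with log-normalization at 1.27 (0.97 to 1.59), without cell cycle regression at 0.34 (0.04 to 0.64) and at the paper's number of clusters at 1.92 (1.62 to 2.23). With at most 10% mitochondrial UMIs and over the cells with Y-linked UMIs only, the ratio was 0.15 and 0.33, with intervals that span 0, and in the other 3 alternatives it lay below 0.

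The paper assigns Rasl11a to the apical follicle at E16.5. Here it was highest in apical papilla-like cells, with a log2 ratio of apical follicle-like over apical papilla-like cells of -1.31 (-1.43 to -1.19). The ratio lay below 0 in all 7 alternatives that gave a value, between -2.89 and -0.45. At the paper's number of clusters Rasl11a peaked in the same cluster as Aldh1a2 and Sgk1, but that cluster took no name.

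The paper places Fgf3 at P3.5 in the apical papilla alone. Here the apical papilla-like cells were not the highest domain, and coronal papilla-like, middle papilla-like and odontoblast-like cells all held Fgf3 UMIs above the background. The level of the odontoblast-like cells, the highest at 40.6 CPM, depends on the setting, and it was 8.94 CPM with log-normalization, 9.58 CPM without cell cycle regression, 10.4 CPM with at most 10% mitochondrial UMIs and 9.95 CPM with the marker genes kept, below the apical papilla-like cells in all 4. Apical papilla-like cells were the highest named domain with log-normalization, at 28.2 CPM against 27.0 CPM in middle papilla-like cells, and with the marker genes kept among the features, at 30.2 against 24.6 CPM. In the other 6 alternatives another domain was higher or no cluster was apical papilla-like.

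The paper gives Aox3 and Tac1 as markers of the apical papilla at P3.5, and both helped to name that domain here. Aox3 was lower in apical papilla-like than in odontoblast-like cells, with a log2 ratio of -0.19 (-0.33 to -0.05). Tac1 was highest in apical follicle-like cells, with a log2 ratio of apical papilla-like over apical follicle-like cells of -0.09 (-0.25 to 0.08). With log-normalization, without cell cycle regression, with at most 10% mitochondrial UMIs and with the marker genes kept, both were highest in apical papilla-like cells, and Tac1 also over the cells with Y-linked UMIs only.

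The paper names the middle papilla and the apical follicle as sources of Bmp2 at P3.5. Middle papilla-like cells were the highest of the named domains in all 8 alternatives, but odontoblast-like cells stood at 287 CPM, above the apical follicle-like cells at 195 CPM. Apical follicle-like cells stood above odontoblast-like cells without cell cycle regression, at 459.8 against 351 CPM, and below them in the other 5 alternatives that named both.

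The paper finds the domains of P3.5 again at P7.5. Here no cluster of P7.5 was apical papilla-like. The name was reached with log-normalization, without cell cycle regression and with at most 10% mitochondrial UMIs.

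The paper finds dermal fibroblasts at E13.5. No cluster took that name here, whereas 477 cells did without cell cycle regression and 568 with at most 10% mitochondrial UMIs.

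The paper associates Creb1 with the follicle and Elf1 with the papilla at E14.5 through their regulons, which were not computed here. The transcripts of Creb1 were lower in follicle-like cells, at -0.26 (-0.48 to -0.03), and those of Elf1 higher, at 0.37 (-0.01 to 0.77), an interval that spans 0. Both kept their sign in all 8 alternatives.

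Of the 18 groups of marker genes that the paper gives for its domains, 12 had all their members highest in 1 cluster at the paper's number of clusters. At E16.5 the groups of the apical papilla (Lhx6, Fst and Gldn) and the lateral follicle (Lepr, Foxf1 and Bmp3) were spread over several clusters, at P3.5 those of the apical follicle (Smoc2 and Slc1a3) and the apical papilla (Aox3 and Tac1), and at P7.5 those of the lateral follicle (Bmp3 and Tnmd) and the apical papilla. At resolution 0.8 the E16.5 lateral follicle and P3.5 apical papilla groups did peak in 1 cluster each, while other groups no longer did.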

Other observations

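The tests of the Crabp1-led clusters as dermal fibroblasts, of free RNA as a source of Fgf3, of E13.5 against the 3 latest stages, and of Igf2 in 2 populations alone and in lateral follicle-like cells were chosen only after the result was seen.

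The paper describes 1 dental mesenchyme population at E13.5 and more at later stages. With equal cells and UMIs per cell, the median over the draws was 2 clusters at E13.5, but a draw at E13.5 reached the lowest number of E14.5. Fewer clusters than at E14.5 were therefore not shown at equal cells and depth, and both stay open as a source of that difference. Against E16.5, P3.5 and P7.5, the highest number at E13.5 stayed below their lowest in 5 of 6 settings. With log-normalization, over 586 cells per stage, E13.5 reached 4 clusters and the lowest of the later stages was 3, so for these stages too cell number and depth cannot be told apart from a more uniform population. The draws at E13.5 also reused the same cells, and stage and library go together.

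Igf2 was low in all 6 named domains of P3.5, as in the other libraries counted with the same CellRanger version. It was higher at E14.5 and E16.5, counted with another version and gene list. Counting therefore stays open as a source of the low level. The thinned share of cells with an Igf2 UMI lay above that of immune-like cells, beyond both intervals, in 2 of 6 domains, and in lateral follicle-like cells the log2 ratio of UMIs per cell over endothelial-like cells was 1.13 with an interval above 0, which argues against free RNA as the whole source there. For coronal papilla-like, apical papilla-like and odontoblast-like cells, free RNA from other cells and expression cannot be told apart, since the comparisons differ. Their UMIs per cell are not separated from those of endothelial-like cells, nor their thinned shares from those of endothelial-like or immune-like cells. Over immune-like cells, the log2 ratio of UMIs per cell was 1.26 (0.38 to 2.26) for coronal and 1.65 (0.77 to 2.63) for apical papilla-like cells. For odontoblast-like cells it was 0.56 (-1.28 to 2.14). In the middle papilla-like and apical follicle-like cells the lower of the 2 shares was 1.69%, which argues against free RNA at the level of immune-like cells as the whole source there.

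Fgf3 was found at P3.5 in papilla-like domains other than the apical papilla. In 3 of these 3 domains the thinned share lay above that of immune-like cells beyond both intervals, which argues against free RNA from other cells in the clusters as reported. With the called doublets left out, the log2 ratio of apical papilla-like cells over the other named domains was 0.30, below a 2-fold difference, which argues against doublets that the caller recognises. How the domains were drawn stays open. Cluster 4, unnamed and led by Omd, Cd59a and Itga4, had the highest level of all dental mesenchyme-like clusters, and assigning it to the apical papilla was not tested. No biological explanation was tested.

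Mesenchymal clusters 3 and 5 of P7.5 took no name. Of the dermal fibroblast markers other than Crabp1, 0 of 4 (Twist2, Dcn, Lum and Dpt) were at least 2-fold higher than in the other mesenchymal cells, with Twist2 at 82.2 against 50.3 CPM, Lum at 3834 against 2663 CPM and Dcn at 1376 against 2354 CPM. Dpt was near 0 in both, at 0.101 against 0.0779 CPM. Crabp1 stood at 536 against 73.4 CPM. It was also the first leading gene of the apical papilla-like cluster 2 of P3.5, so its level does not decide between apical papilla and dermal fibroblasts. Of the 2 clusters, 2 had their highest correlation with the apical papilla-like cells of P3.5. A candidate explanation is that they are the apical papilla of P7.5, a hypothesis found and tested on the same data, since 3 of the alternatives named an apical papilla-like domain there. This and dermal fibroblasts cannot be told apart, because the clusters had already failed the naming rule for dermal fibroblasts, which rests on the same markers, and the profiles were compared with dental domains alone.

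Libraries differed in the share of cells with sex-linked UMIs. Cells with Xist and no Y-linked UMIs made up 57.1, 34.5, 16.1, 23.6 and 20.4% of the cells in the order of the stages, and cells with Y-linked UMIs and no Xist 11.1, 20.2, 24.8, 35.9 and 35.8%. The remaining cells had UMIs of neither or of both.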
